# Arginine methylation expands the regulatory mechanisms and extends the genomic landscape under E2F control

**DOI:** 10.1126/sciadv.aaw4640

**Published:** 2019-06-26

**Authors:** Alice Poppy Roworth, Simon Mark Carr, Geng Liu, Wojciech Barczak, Rebecca Louise Miller, Shonagh Munro, Alexander Kanapin, Anastasia Samsonova, Nicholas B. La Thangue

## Abstract

E2F is a family of master transcription regulators involved in mediating diverse cell fates. Here, we show that residue-specific arginine methylation (meR) by PRMT5 enables E2F1 to regulate many genes at the level of alternative RNA splicing, rather than through its classical transcription-based mechanism. The p100/TSN tudor domain protein reads the meR mark on chromatin-bound E2F1, allowing snRNA components of the splicing machinery to assemble with E2F1. A large set of RNAs including spliced variants associate with E2F1 by virtue of the methyl mark. By focusing on the deSUMOylase SENP7 gene, which we identified as an E2F target gene, we establish that alternative splicing is functionally important for E2F1 activity. Our results reveal an unexpected consequence of arginine methylation, where reader-writer interplay widens the mechanism of control by E2F1, from transcription factor to regulator of alternative RNA splicing, thereby extending the genomic landscape under E2F1 control.

## INTRODUCTION

E2F is a family of master transcription regulators involved in mediating diverse cell fates, which frequently becomes deregulated in cancer. The retinoblastoma protein (pRb)–E2F pathway is a central player in the control of cell cycle progression in diverse cell types and its deregulation of primary importance in proliferative disease such as cancer, where aberrant pRb activity occurs through a variety of oncogenic mechanisms (*1*). In the classical view, cyclin-dependent kinases, which peak during the G1 phase phosphorylate pRb, cause the release of E2F from the pRb/E2F complex, enabling E2F to transcriptionally activate target genes required for cell cycle progression (*2*–*5*). E2F1 is one of the most important physiological targets for pRb, and the physical interaction between pRb and E2F1 facilitates transcriptional repression and cell cycle arrest (*1*, *2*). However, E2F1 can foster other biological outcomes such as the induction of apoptosis (*6*–*8*). Understanding the molecular mechanisms responsible for regulating the diverse biological outcomes of E2F1 activity remains a central question in E2F biology which, further, has direct relevance to its pathological role in cancer.

Methylation of arginine side chains is becoming increasingly recognized as an important protein modification involved with diverse pathways of control (*9*, *10*). In previous studies, we identified a small R-rich motif in E2F1 as a target for arginine methylation (*11*, *12*) and uncovered a remarkable relationship between methylation by protein arginine methyltransferase 5 [PRMT5 (symR)] and PRMT1 (asymR) in channeling E2F1 through its distinct biological pathways (*11*, *12*); thus, PRMT5-dependent methylation prompts cell growth, in contrast to methylation by PRMT1 that facilitates apoptosis (*11*, *12*). The symR E2F1 mark is read by the tudor domain protein, p100/tudor staphylococcal nuclease (TSN) (*12*), which exists as a chromatin-bound symR E2F1 complex on E2F target genes (*12*, *13*). Furthermore, PRMT5-dependent methylation is uniquely relevant to E2F1 among the E2F family (*11*, *12*), suggesting that the meR mark is fundamental in the control of E2F1 activity.

Here, we show that methylation by PRMT5 enables E2F1 to regulate a diverse group of genes at the level of alternative RNA splicing, rather than through the classical transcription-based mechanism widely ascribed to E2F1. The impact of E2F1 on alternative RNA splicing requires the tudor domain protein p100/TSN to read the meR mark, allowing components of the splicing machinery such as small nuclear RNA (snRNA) to associate with the p100/TSN-E2F1 complex. Consistent with its role in RNA splicing, a large group of RNAs, including spliced intermediates, bind to the E2F1 complex. Most genes subject to alternative splicing are poor transcription targets for E2F1. We identified *SENP7* as a previously unidentified E2F target gene subjected to alternative RNA splicing control by E2F1. At the functional level, SENP7 (SUMO1/sentrin specific peptidase 7) protein influenced E2F target gene activity through regulating chromatin SUMOylation and heterochromatin protein 1 (HP1) binding. Our results reveal an unexpected role for E2F1 in regulating the alternative RNA splicing machinery, which occurs through a meR mark–dependent reader-writer interplay, enabling E2F1 to broaden its influence to genes that otherwise are poor transcription targets. The methyl mark, therefore, confers a new mechanism of control and extends the genomic landscape under E2F1 control.

## RESULTS

### meR marks on E2F1 confer genome-wide effects

To clarify the role of the meR mark in regulating E2F1 activity, we developed a panel of Tet-On inducible cell lines (Fig. 1A). Each cell line expressed wild-type (WT) E2F1 or its derivative KK (with mutated symR sites at R111 and R113) previously established to be defective in PRMT5 methylation and to exert apoptosis more efficiently than WT E2F1 (*12*). 

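E2F1 lies on the minus strand of chromosome 20 of GRCh37, from 32263283 to 32274191, and its protein has 437 residues. In the reference sequence, the codon of R109 is CGG at 32268157 to 32268159, that of R111 is AGA at 32268151 to 32268153, and that of R113 is CGC at 32268145 to 32268147. All 3 codons lie in exon 2 of 7, and residues 105 to 118 read SGPARGRGRHPGKG. The KK derivative therefore keeps the arginine at position 109, and R109K keeps those at positions 111 and 113.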

For comparison, we prepared a cell line expressing R109K (with a mutated asymR site at R109), which cannot be methylated by PRMT1 but retains the PRMT5 symR sites; the R109K derivative is endowed with a greater proliferation activity relative to WT E2F1 (*12*). The induced WT, KK, and R109K E2F1 proteins behaved as expected; upon expression, each ectopic protein underwent nuclear accumulation and by chromatin immunoprecipitation (ChIP) localized to the promoter region of E2F target genes (fig. S1, A and B) and exhibited similar binding and cellular activities as described previously (fig. S1, C and D) (*12*).

**Fig. 1:**
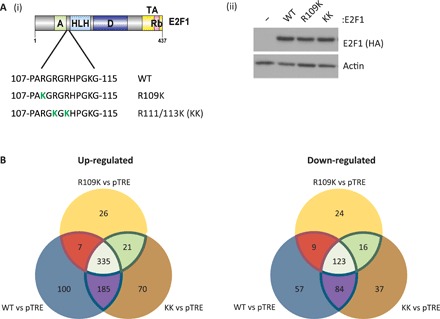
meR marks on E2F1 confer genome-wide effects. (**A**) Schematic representation of E2F1, highlighting the region of the protein targeted by PRMT1 and PRMT5. The arginine methylation-defective E2F1 derivatives [R109K and R111/113 K (KK)] used to generate U2OS stable cell lines for RNA-seq analysis are also indicated (i). An immunoblot displaying E2F1 protein expression in U2OS stable cells after 24 hours of doxycycline (1 μg/ml) treatment is also included (ii). See also fig. S1 (A to D). (**B**) Venn diagrams showing the crossover of genes up- or down-regulated over twofold (adjusted *P* value threshold < 0.01) in each cell line condition with respect to the pTRE empty vector cell line, filtered for genes containing an E2F1 motif in their proximal promoter region (−900 to +100). These data were generated from three independent biological samples.

We used RNA sequencing (RNA-seq) to assess the global transcript profile in each stable cell line. 

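RNA was taken from U2OS cells, a human osteosarcoma line, after 24 hours with doxycycline, which turns on the construct carried by each Tet-On line. The 12 samples were 3 biological replicates of each of the pTRE, WT, R109K, and KK cell lines. mRNA was enriched by poly(A) selection, the reads were trimmed with TrimGalore and aligned to hg19 with STAR, and the authors deposited the counts of reads on each gene, without normalization. The counts are listed by gene symbol for 25369 genes, of which 22831 had at least 1 read in any sample. Reads counted on genes had a median of 26527541 in pTRE (24253265 to 28002770), 27646724 in WT (11500537 to 28276244), 28306035 in R109K (24582045 to 31040903), and 24828236 in KK (21366887 to 28751603). WT replicate 2 had the lowest total, because 31.2% of its reads fell on genes and 58.7% fell outside annotated genes, while in the other samples between 23.6% and 29.6% fell outside annotated genes. The counts were normalized with edgeR's TMM method and compared with its quasi-likelihood test, for the 16625 genes that passed edgeR's filter on low counts, in 1 model of all 12 samples. As in the paper, a transcript was taken as regulated when its adjusted p-value (Benjamini-Hochberg) was below 0.01 and its change was greater than 2-fold. After the mean of each line was removed, the mean correlation was 0.0436 over 18 pairs of samples with the same replicate number (-0.295 to 0.470) and -0.0235 over 36 pairs with different numbers (-0.383 to 0.314). Removing the line means largely ties these 2 means to each other, so the second is no independent baseline for the first. Some samples with the same number were close to each other. In a chi-square comparison of the counts, KK replicate 2 differed less from R109K replicate 2 (18.3 per degree of freedom) than from KK replicates 1 and 3 (51.6 and 36.9), and WT replicate 1 less from KK replicate 1 (9.29) than from WT replicate 3 (14.2). WT replicate 3 and KK replicate 3 were the closest of all pairs (7.28), and WT replicate 3 also differed less from R109K replicate 3 (13.3) than from WT replicate 1. Samples with different numbers could be as close. WT replicate 3 differed less from KK replicate 1 (12.9) and R109K replicate 1 (14.0) than from WT replicate 1 (14.2). WT replicate 2 differed less from KK replicates 3 and 1 (50.2 and 53.5) than from WT replicate 1 (57.1). Correlations of log2 normalized levels reversed some of these orders. WT replicate 3 was closer to WT replicate 1 (0.9924) than to R109K replicates 3 and 1 (0.9907 and 0.9919). WT replicate 2 was closer to WT replicate 1 (0.9691) than to KK replicate 1 (0.9685). The other orders given here were the same by correlation. The replicate number was left out of the model, and its use as a block is given as an alternative. Normalized levels are given as CPM, TMM-normalized counts scaled to a common library size. E2F1 transcripts stood at 91.2 ± 9.43 CPM (SD, n = 3) in pTRE, 1811 ± 445 in WT, 1316 ± 187 in KK, and 1158 ± 196 in R109K (SD, n = 3 each). These counts take in both the cells' own E2F1 transcript and that of the construct. Against pTRE, the log2 fold change of E2F1 was 4.31 in WT (standard error 0.20, adjusted p = 3.62e-09), 3.85 in KK (standard error 0.20, adjusted p = 4.75e-09), and 3.67 in R109K (standard error 0.20, adjusted p = 1.52e-08). All 3 R109K samples had less E2F1 RNA than all 3 WT samples, with a log2 fold change of -0.65 (standard error 0.18, adjusted p = 0.0577 from edgeR), which is not below 0.01. The difference between KK and WT was -0.46 (standard error 0.18, adjusted p = 0.574), with overlapping replicates. KK was below the WT sample of the same number in all 3 pairs. With the replicate number as a block, the difference was -0.45 (adjusted p = 0.612 from edgeR). These p-values of E2F1 are adjusted over all tested genes. Those above 0.01 therefore do not show that the lines had equal E2F1 RNA.

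**Figure D1:**
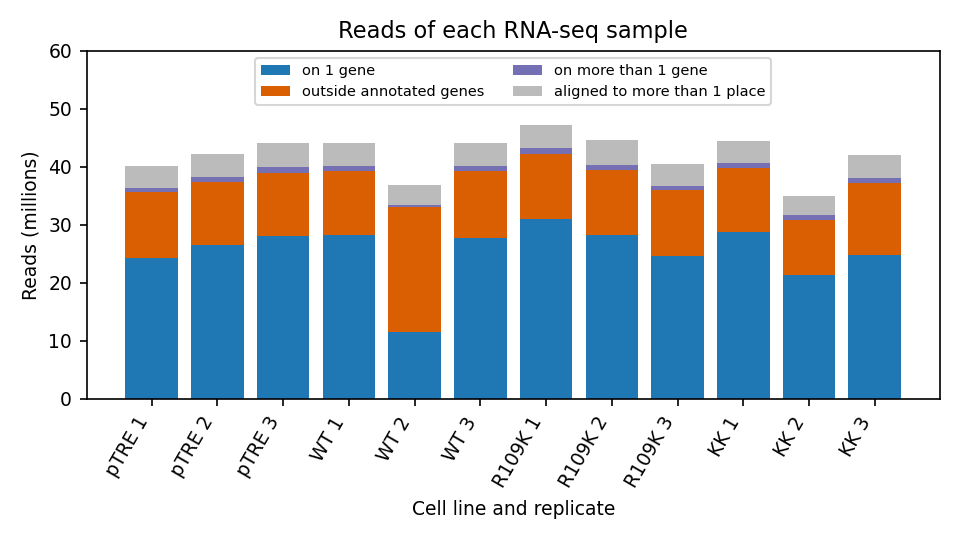
Reads of each sample, stacked by where they aligned, for 3 replicates of each cell line. WT replicate 2 has 11500537 reads counted on genes and 21629148 outside annotated genes, whereas every other sample has more reads on genes than outside them.

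**Figure D2:**
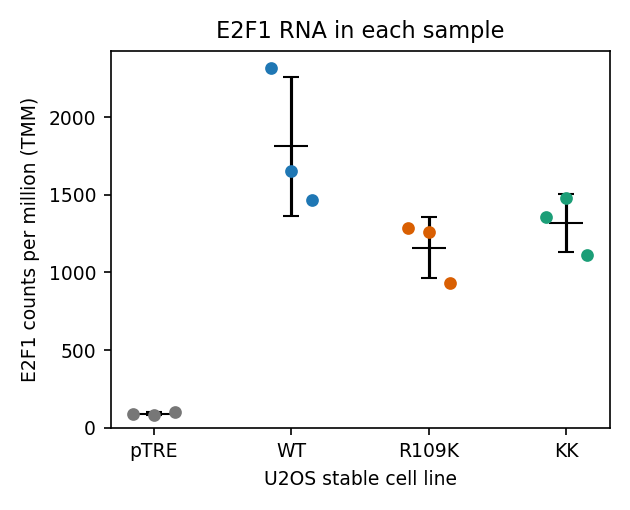
E2F1 CPM for each sample of the 4 cell lines (points), with the mean and SD of the 3 replicates (black). The pTRE samples lie near 91.2 and the samples of the E2F1 lines lie far above them, highest in WT.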

Mining the RNA-seq dataset for transcripts regulated twofold or more upon E2F1 expression (compared to the empty pTRE vector cell line) identified a large number, the majority (around 50% for each cell line) being derived from E2F target genes (fig. S1E and table S1), where an E2F target gene was defined by the presence of one or more E2F binding site consensus motifs in the proximal promoter region (−900 to +100) (*14*). 

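Against pTRE, 1964 transcripts were regulated in the WT line, 1814 in KK, and 1196 in R109K. With the fold change itself tested against 2-fold (edgeR's glmTreat), the alternative that moved these counts most, 471 transcripts were up-regulated and 121 down-regulated in WT. Table S1, the paper's list of regulated E2F target genes, held 880 of the 1964 regulated transcripts of WT (44.8%, 95% Wilson interval 42.6 to 47.0), 838 of the 1814 of KK (46.2%, 43.9 to 48.5), and 538 of the 1196 of R109K (44.98%, 42.2 to 47.8). These intervals cover counting error only. Table S1 lists only targets that the authors' own fit called. A target called here alone is not counted, so these shares are lower bounds for the share of targets. With DESeq2 and shrunken fold changes they were 49.8% in WT, 51.3% in KK, and 50.7% in R109K. In addition, TTTSSCGC (S is C or G), a consensus for E2F binding chosen here, was searched on both strands from 900 bases upstream to 100 bases downstream of the start of transcription. By the paper's definition, every gene of Table S1 has an E2F motif there. The pattern searched here is narrower, so it cannot check which genes are targets. It was present in 10.7% of the regulated genes that Table S1 lists (Wilson interval 8.98 to 12.7), in 6.59% of the regulated genes outside it (5.34 to 8.11), and in 10.2% of tested genes that were not regulated (9.69 to 10.7). The motif was more frequent among genes up-regulated in any line (10.7%) than among those down-regulated (4.61%). The 10.2% is for genes not matched on expression. In lists of genes that were not regulated, matched on mean expression, the medians were 8.86% for the up-regulated and 8.75% for the down-regulated genes.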

For the WT E2F1 expression condition, 900 E2F target gene transcripts whose expression was affected by more than twofold were identified (Fig. 1B and fig. S1E), a figure broadly in line with previous reports on E2F transcription targets (*15*).

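Of the 900 genes that Table S1 lists for WT, 880 were regulated in the counts, which is 97.8%. Among regulated genes with a mean count of at least 50 and no overlap between replicates, the largest rise was that of FA2H (chromosome 16, 74746853 to 74808729), from 0.0878 ± 0.0958 to 19.1 ± 2.55 CPM (SD, n = 3 each), a log2 fold change of 7.66 (standard error 0.33, adjusted p = 1.08e-09 from edgeR). FGF4, on chromosome 11, and TMEM155 (SMIM43 in GENCODE), on chromosome 4, followed with log2 fold changes of 7.01 and 7.00. In pTRE these 3 genes had almost no reads, so that their fold changes rest on few counts. FA2H had a mean of 2.33 reads per pTRE sample and FGF4 a mean of 1. With each replicate left out in turn, the log2 fold change ranged from 7.13 to 8.77 for FA2H and from 6.42 to 10.50 for TMEM155. The largest falls were those of ACKR3 (log2 fold change -3.42, adjusted p = 5.97e-07), HBD (-3.32, adjusted p = 5.95e-05), and ALPP (-3.23, adjusted p = 1.91e-04). Of these 6 genes, Table S1 lists FGF4.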

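In the WT line, 1311 transcripts were up-regulated and 653 down-regulated, so that 66.8% of the regulated transcripts rose (Wilson interval 64.6 to 68.8). In KK, 1165 rose and 649 fell, and in R109K, 771 rose and 425 fell. With each of the 6 WT and pTRE samples left out in turn, the share that rose in WT stayed between 63.4% and 70.2%.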

Within the population of twofold regulated transcripts, the majority were up-regulated, although a substantial proportion were also down-regulated (70% compared to 30%, respectively; fig. S1E). 

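Of the 1964 transcripts regulated in WT, 1479 were regulated in the same direction in KK, which is 75.3% (Wilson interval 73.4 to 77.2), and these made up 81.5% (79.7 to 83.3) of the 1814 regulated in KK. These shares are over all regulated transcripts, whereas Fig. 1B counts only genes with an E2F motif in the promoter. The share of WT transcripts moved between 64.3% and 83.7% when each sample was left out in turn. The change in KK had the same sign for 1959 of the 1964 transcripts (99.7%). All lines are compared with the same 3 pTRE samples. What is particular to pTRE therefore enters each change and raises the agreement between lines and between their lists. Across these genes, which are not independent replicates, the log2 fold changes of the 2 lines correlated with r = 0.962, and the median ratio of KK to WT was 0.937. When KK and WT were compared directly, 1 transcript passed the thresholds. This was LINC00346 (chromosome 13, 111516334 to 111522677), at 1.10 ± 0.0840 CPM in KK and 4.10 ± 0.441 in WT (SD, n = 3 each), a log2 fold change of -1.90 (standard error 0.20, adjusted p = 0.00157 from edgeR). At an unadjusted p-value under 0.05, 1415 transcripts differed between KK and WT. With the replicate number as a block, and in a model of the 6 samples alone, 0 transcripts passed the thresholds. These models had 1250 and 625 transcripts at an unadjusted p-value under 0.05.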

Further, although a high proportion of up- and down-regulated transcripts were shared between the WT and KK E2F1 cell lines (80.7 and 83.5%, respectively) (Fig. 1B), some of the transcripts were nonoverlapping and, therefore, independently regulated by either WT or KK E2F1 expression. A total of 17.1 and 14.9% of the transcripts were differentially up-regulated by either WT or KK, respectively, and conversely, 24.2 and 20.4% were differentially down-regulated (Fig. 1B).

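Among transcripts up-regulated by WT, 23.2% were not up-regulated by KK, and 13.6% of those up-regulated by KK were not up-regulated by WT. Among down-regulated transcripts, 27.7% of those of WT were not down-regulated by KK, and 27.3% of those of KK were not down-regulated by WT. The shares of Fig. 1B are over genes with an E2F motif alone, so they describe a narrower set than these. Of the 485 transcripts regulated in WT and not in KK, 480 had the same sign in KK, 217 of these had an adjusted p-value below 0.01 there, and 0 passed the thresholds in the direct comparison of the 2 lines. The pTRE samples shared by both changes raise the agreement in sign.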

We performed a similar analysis on the R109K expression condition. In contrast to WT or KK E2F1, the R109K derivative was less able to influence transcription (Fig. 1B and fig. S1E); notably, R109K was about 60% as efficient as WT E2F1 in regulating transcription. 

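R109K regulated 1196 transcripts against 1964 for WT, which is 60.9% as many. This ratio moved with single samples. It was 71.2% without WT replicate 2 and ranged from 50.7% to 71.2% when each sample was left out in turn. The size of the change was compared on the 1814 transcripts regulated in KK, a choice not made on the changes in WT or R109K. In direct comparisons, however, KK differed from WT in 1 transcript and from R109K in 15, so this choice may still favour WT. Taken in the direction of the change in KK, the median log2 fold change of these transcripts was 1.47 ± 0.16 in WT (SD, n = 3), 1.51 ± 0.03 in KK, and 1.19 ± 0.06 in R109K. Each R109K replicate lay below each WT replicate, with a mean difference of -0.29 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

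**Figure D3:**
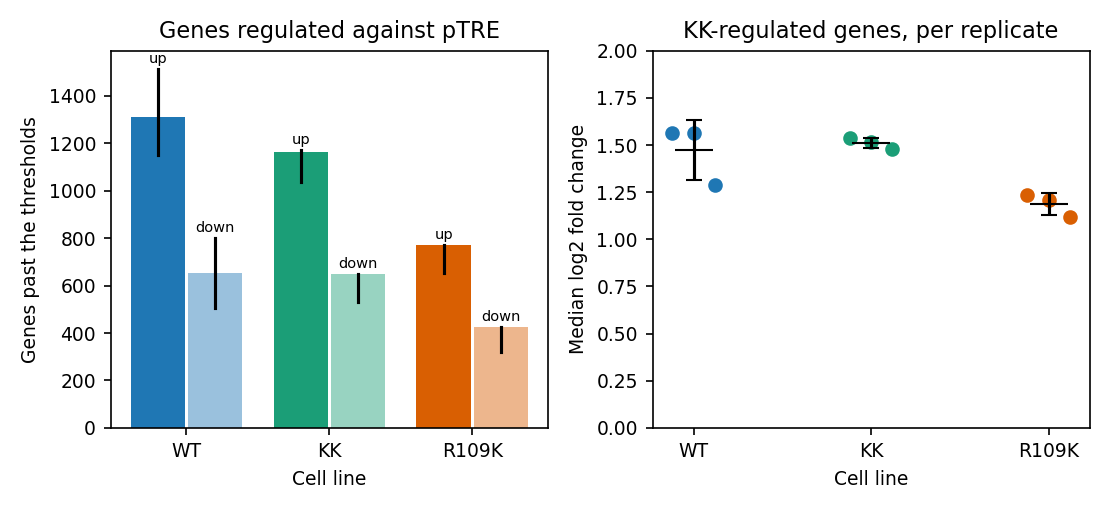
Left, the number of transcripts up-regulated (dark) and down-regulated (light) against pTRE in each line, where black lines give the range when each replicate is left out in turn. Right, the median log2 fold change of the 1814 KK-regulated transcripts in each replicate (points), with the mean and SD, where the 3 R109K replicates lie between 1.12 and 1.23 and all WT and KK replicates lie higher.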

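Of the 771 transcripts up-regulated by R109K, 726 were also up-regulated by WT or KK, which is 94.2% (Wilson interval 92.3 to 95.6), and 669 were up-regulated in all 3 lines. The remaining 45 were up-regulated in R109K only, and Table S1 lists 16 of these. Fig. 1B counts genes with an E2F motif alone, so the 94.2% and the 45 describe a wider set.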

Further, 93% of the transcripts up-regulated by R109K were shared with either WT or KK E2F1, with only 26 unique transcripts detected in the R109K expression condition (Fig. 1B). 

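Of the 425 transcripts down-regulated by R109K, 367 were also down-regulated by WT or KK, which is 86.4% (Wilson interval 82.8 to 89.3), and 297 were down-regulated in all 3 lines. The remaining 58 were down-regulated in R109K only, and Table S1 lists 16 of these. Here too the 86.4% and the 58 are over all transcripts, and Fig. 1B covers genes with an E2F motif alone.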

We observed a similar pattern when down-regulated transcripts were analyzed; again, 86% of the transcripts down-regulated by R109K were shared with WT and KK E2F1, with 24 unique transcripts apparent (Fig. 1B and fig. S1E). Thus, R109K, which retains intact residues R111 and R113 methylated by PRMT5, is less able to regulate transcription than its WT and KK counterparts.

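Of the 1964 transcripts regulated in WT, 949 did not pass the thresholds in R109K, but 934 of these changed in the same direction there, and 20 passed the thresholds when R109K was compared directly with WT. The shared pTRE samples raise this agreement in direction as well. Over the 1964 transcripts, the median ratio of the change in R109K to that in WT was 0.730. In the direct comparison of R109K with WT, 57 transcripts differed, 16 higher and 41 lower in R109K, and 37 of the 41 had been up-regulated in WT. This count was between 3 and 157 when each of the 6 samples was left out in turn, and it was 0 in a model of these 6 samples alone, where 3078 transcripts had an unadjusted p-value under 0.05. Among those with a mean count of at least 50 and no overlap between replicates, the largest differences were those of DEF6 (log2 fold change 3.29, standard error 0.31, adjusted p = 2.48e-04), EDN2 (1.96, standard error 0.35, adjusted p = 0.00904), and MAGEB17 (1.75, standard error 0.25, adjusted p = 0.00303) among rises, and RELN (-2.82, standard error 0.36, adjusted p = 0.00259), LRRC4 (-1.94, standard error 0.33, adjusted p = 0.00684), and VWDE (-1.87, standard error 0.25, adjusted p = 0.00275) among falls. Between R109K and KK, 15 transcripts differed, 7 higher and 8 lower in R109K. Under the same conditions, the largest rises were DEF6 (log2 fold change 2.43), MEGF6 (2.09), and PDLIM1 (1.70), and the largest falls VWDE (-1.79), RUNX3 (-1.57), and SCG5 (-1.32). E2F1 RNA was also lower in R109K than in WT in every replicate, at a log2 fold change of -0.65 (adjusted p = 0.0577 from edgeR). From the smaller number of transcripts regulated by R109K, the paper concludes that R109K is less able than WT or KK E2F1 to regulate transcription.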

We assessed the gene sets that were present in the RNA-seq by gene set analysis. There were a number of shared gene sets enriched in each condition, including E2F targets (as expected), whereas gene sets connected with the epithelial-mesenchymal transition and hypoxia were generally down-regulated in each condition (fig. S2A).

It was important to validate the results from the RNA-seq. We therefore measured the expression of a number of E2F target candidate genes identified in the RNA-seq dataset, where there was evidence for differential expression patterns. 

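LRRC4 (chromosome 7, 127667124 to 127672160) stood at 4.18 ± 0.585 CPM in KK (SD, n = 3) and 1.76 ± 0.247 in R109K, against 0.515 ± 0.0513 in pTRE and 6.93 ± 3.78 in WT. Its log2 fold change between R109K and KK was -1.25 (standard error 0.33, adjusted p = 0.0841 from edgeR), and every R109K replicate lay below every KK replicate. ETV1 (chromosome 7, 13930854 to 14031050) stood at 3.29 ± 0.776 CPM in KK, 0.246 ± 0.0994 in R109K, 0.856 ± 0.232 in pTRE, and 2.24 ± 0.812 in WT. Its level in R109K was below that in KK by a log2 fold change of -3.69 (standard error 0.39, adjusted p = 8.96e-04) and below that in pTRE (-1.75, standard error 0.42, adjusted p = 0.00563). FGF4 (chromosome 11, 69585790 to 69590109) stood at 4.93 ± 0.931 CPM in KK, 1.70 ± 0.382 in R109K, 0.0398 ± 0.0414 in pTRE, and 5.57 ± 1.39 in WT. Its log2 fold change between R109K and KK was -1.53 (standard error 0.27, adjusted p = 0.0175). The adjusted p-values of LRRC4 and FGF4 for this comparison are above 0.01 with edgeR, and with DESeq2 they are 0.0198 and 6.14e-05. All 3 genes have few reads, with means in R109K of 48.7 for LRRC4, 7 for ETV1, and 47.7 for FGF4. With the replicate number added to the model as a block, the log2 fold changes of R109K against KK were -1.24 for LRRC4 (adjusted p = 0.0925), -3.68 for ETV1 (adjusted p = 0.00476), and -1.54 for FGF4 (adjusted p = 0.0120). Samples with the same replicate number had a mean correlation of 0.0436, with single pairs from -0.295 to 0.470.

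**Figure D4:**
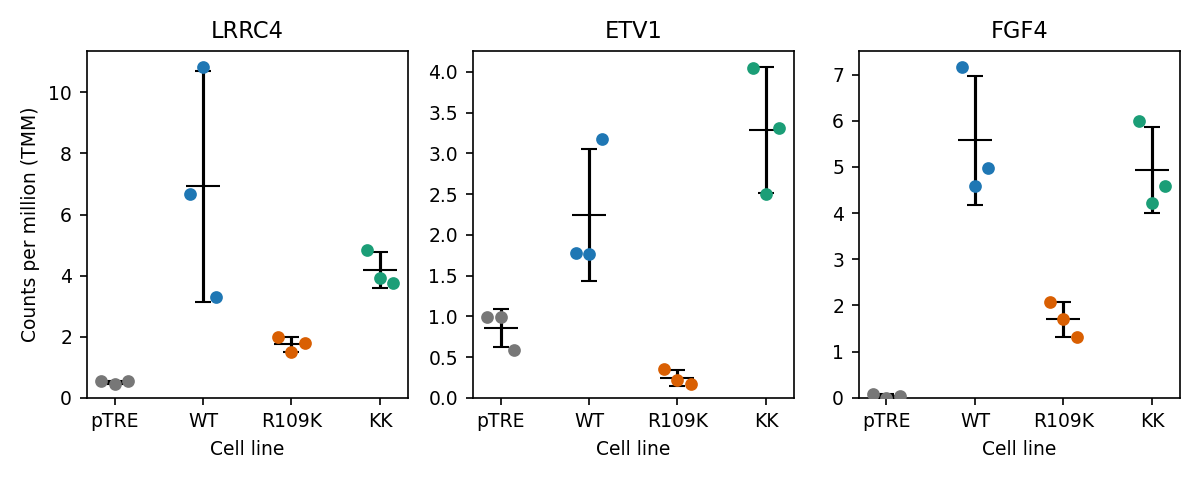
CPM of LRRC4, ETV1, and FGF4 in each sample of the 4 cell lines (points), with the mean and SD of the 3 replicates (black). For each gene the 3 R109K samples lie below the 3 KK samples, and for ETV1 they also lie below the pTRE samples.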

For example, *LRRC4*, *ETV1*, and *FGF4* transcripts were expressed at high levels in the KK cell line, with reduced expression in the R109K cell line, and a similar pattern of expression was evident when transcription from each gene was individually measured in each cell line (fig. S1F). Conversely, at the global level, *KCNIP* showed higher expression in R109K compared to KK, and a similar expression pattern was apparent when gene expression was individually measured (fig. S1F). Moreover, we confirmed that the expression of each candidate gene was dependent on E2F1, as silencing endogenous E2F1 with siRNA caused reduced expression of each gene (fig. S1G).

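The counts hold 4 KCNIP genes. KCNIP1 (chromosome 5, 169780491 to 170163636), the KCNIP gene that Table S1 lists, stood at 5.77 ± 1.43 CPM in R109K (SD, n = 3), 2.88 ± 0.486 in KK, 2.15 ± 0.505 in WT, and 1.67 ± 0.161 in pTRE. Its log2 fold change between R109K and KK was 1.01 (standard error 0.24, adjusted p = 0.0540 from edgeR), with every R109K replicate above every KK replicate. Against WT, KCNIP1 was higher in R109K by a log2 fold change of 1.45 (standard error 0.25, adjusted p = 0.00684). Between R109K and KK, the other members had log2 fold changes of -0.27 for KCNIP2 (adjusted p = 0.768), -0.28 for KCNIP3 (adjusted p = 0.463), and -0.50 for KCNIP4 (adjusted p = 0.509), so that none of them passed the thresholds. KCNIP4 was up-regulated in WT against pTRE, at a log2 fold change of 1.08 (standard error 0.28, adjusted p = 0.00634).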

### E2F1 permits alternative RNA splicing of E2F target genes

It is noteworthy that the R109K derivative exhibits a reduced ability to affect transcription (Fig. 1B and fig. S1E). Because p100/TSN interacts with the splicing machinery (*16*), and R109K binds to p100/TSN through PRMT5-dependent methylation of residues R111 and R113 (*12*), we reasoned that p100/TSN may confer on E2F1 the ability to control RNA splicing. We therefore mined each RNA-seq dataset for evidence of alternative RNA splicing using the rMATS algorithm (Fig. 2A) (*17*). Of great interest was the fact that a large number of transcripts derived from 1560 genes were present in the dataset, where 1021 (namely, 65%; Fig. 2B), identified as E2F target genes, exhibited alternative splicing effects dependent on E2F1 expression.

**Fig. 2:**
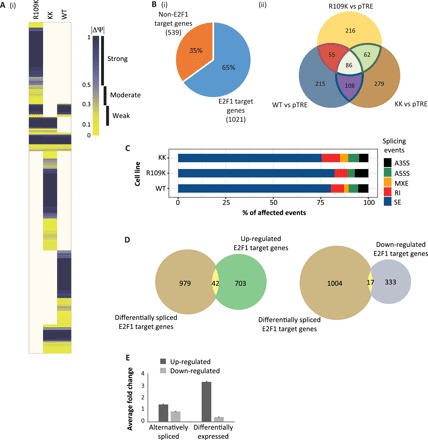
E2F1 affects alternative splicing of E2F target genes. (**A**) A heatmap displaying absolute values of ΔΨ (percent spliced in) for each cell line, corresponding to statistically significant alternative splicing event changes to E2F1 target genes (as determined by the presence of ChIP-seq peaks in their promoter and gene regions, retrieved from ENCODE data) with respect to the pTRE empty vector cell line, derived by analyzing the RNA-seq data with rMATS algorithm. Yellow color represents the lowest difference, and blue color represents the highest. Ivory blocks correspond to nonsignificant changes in splicing patterns (FDR > 0.01). See also table S2 and fig. S3. (**B**) Pie chart showing the percentage of genes identified in the rMATS splicing analysis, which are E2F1 target genes (as determined by the presence of ChIP-seq peaks in their promoter and gene regions, retrieved from ENCODE data) (i). The Venn diagram demonstrates the overlap of E2F1 target genes affected by alternative splicing events (FDR < 0.01) in each cell line (ii). These data were generated from three independent biological samples. (**C**) Bar chart displaying the statistically significant alternative splicing events to E2F target genes for each cell line, as compared to the pTRE vector control. The percentage of these alternative splicing changes corresponding to different types of splicing event is displayed in different colors. SE, skipped/cassette exon; RI, retained intron; MXE, mutually exclusive exons; A5SS, alternative 5′ splice site; A3SS, alternative 3′ splice site. See also fig. S2B. (**D**) Venn diagrams showing overlap between E2F1 target genes identified in the differential expression analysis as being up- or down-regulated (regulated greater than twofold; Fig. 1B) and those identified as being differentially or alternatively spliced [(A) and table S2]. These data were generated from three independent biological samples. (**E**) Bar chart representing the average fold change in expression of differentially expressed E2F1 target genes (regulated greater than twofold), compared with the expression of those E2F1 target genes where alternative splicing occurred. Only 389 genes from the alternative splicing analysis met the significance threshold for differential expression (*P* < 0.01). The remaining 632 spliced genes had expression levels that were not significant from the pTRE empty vector cell line (*P* > 0.01) and were therefore assigned an arbitrary value of 1 for this analysis.

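Table S2 holds 1677 splicing events in 1020 genes, of which 952 were found by symbol in the counts and 913 passed the filter on low counts. Of the 913 tested genes, 314 had an adjusted p-value below 0.01 in at least 1 of the 3 lines (34.4%, Wilson interval 31.4 to 37.5), against 31.8% of the 15712 other tested genes (two-sided Fisher's exact test, p = 0.108). The count was between 237 and 324 when each sample was left out in turn. Under the other alternatives it was between 306 and 390, a range that holds the paper's 389.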

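The remaining 706 genes of Table S2 include those that were not found by symbol or not tested. With genes that were not significant set to 1, as in the paper, the average fold change was 1.23 in the up-regulated direction and 0.950 in the down-regulated direction for Table S2 genes, taken here over each gene in each line. For the regulated genes that Table S1 lists, the same averages were 5.98 and 0.35. The average of up-regulated genes depends on genes with few reads in pTRE, and it was 3.64 when only genes with at least 10 counts in every sample were tested.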

We observed alternative splicing events in E2F gene transcripts, which included skipped exons, alternative 3′ (A3SS) or 5′ (A5SS) splice sites, mutually exclusive exons, and retained introns (Fig. 2C and fig. S2B). Some transcripts were subject to different alternative splicing events (table S2). 

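Of the 913 Table S2 genes that were tested, 117 were regulated more than 2-fold in any line (12.8%, Wilson interval 10.8 to 15.1), and so were 14.5% of the 15712 other tested genes (two-sided Fisher's exact test, p = 0.160). The median size of the log2 fold change of Table S2 genes was 0.34 in WT, 0.32 in KK, and 0.26 in R109K, against 0.40, 0.36, and 0.30 for the other tested genes.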

Notably, although defined as E2F target genes by the presence of canonical E2F DNA binding motifs and cross-referencing to ChIP-seq datasets in the encyclopedia of DNA elements (ENCODE) (ENCODE project consortium, 2012), we found upon mining the RNA-seq data that the vast majority of alternatively spliced E2F transcripts were modest transcription targets for E2F1 (transcriptionally regulated less than twofold upon the expression of E2F1; Fig. 2, D and E). Only 42 genes in the transcriptionally up-regulated E2F target gene group, and 17 genes in the down-regulated group, were shared with the alternatively spliced set (less than 3% overlap between the two sets of genes); most of the E2F1-dependent alternative RNA splicing thus occurred on genes that are poor transcription targets for E2F1 (Fig. 2, D and E). 

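Up-regulated in any line were 83 of the 913 Table S2 genes (9.09%) and 9.11% of the other tested genes (two-sided Fisher's exact test, p = 1). Down-regulated were 34 (3.72%), against 5.44% of the others (Fisher's exact test, p = 0.0231). Of the 83 genes, Table S1 lists 41, and of the 34 genes, it lists 17. With only Table S2 genes that have an event of a Ψ change below 1, 50 genes were up-regulated. From the small overlap of the spliced and the regulated genes, the paper concludes that most E2F1-dependent alternative splicing occurs on genes that are poor transcription targets.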

The results highlight two categories of E2F target genes, one made up of genes, which are good transcription targets (regulated greater than twofold by E2F1), and the other composed of genes principally regulated through alternative splicing, which, generally, are poor transcription targets.

When each set of alternatively spliced transcripts derived from E2F target genes was compared under the WT, KK, and R109K E2F1 expression conditions, qualitative and quantitative differences in the alternatively spliced RNA were apparent, with events that were both shared and unique (Fig. 2A). WT and KK cell lines shared 41 and 36% of the alternatively spliced genes, while WT and R109K shared 30 and 34%, and KK and R109K shared 28 and 34% (Fig. 2B, ii), highlighting the fact that each E2F1 derivative affects alternative splicing of an overlapping set of RNAs. 

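Percent spliced in (Ψ) is the share of a gene's transcripts that include a given exon or other segment, and rMATS estimates its change from reads that cover the event. Table S2, which gives the paper's own values, lists 639 events for KK, 531 for WT, and 507 for R109K, with a median absolute Ψ change of 0.535 for KK, 0.789 for WT, and 0.894 for R109K. In the paper's values, 229 of the R109K events (45.2%), 212 of the WT events (39.9%), and 227 of the KK events (35.5%) have a change of 1, a switch from full inclusion to none or the reverse. The depth of these genes was taken from the deposited gene counts, as the mean count over all 12 samples. In R109K, the 179 genes with such an event had a median of 230 counts and the 206 other genes of that line a median of 1422, a difference of -2.62 in log2 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). The same difference was -2.15 in WT (338 against 1506 counts) and -2.79 in KK (225 against 1560 counts), each with the same p by that test. Counts of reads on single junctions were not analysed here.

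**Figure D5:**
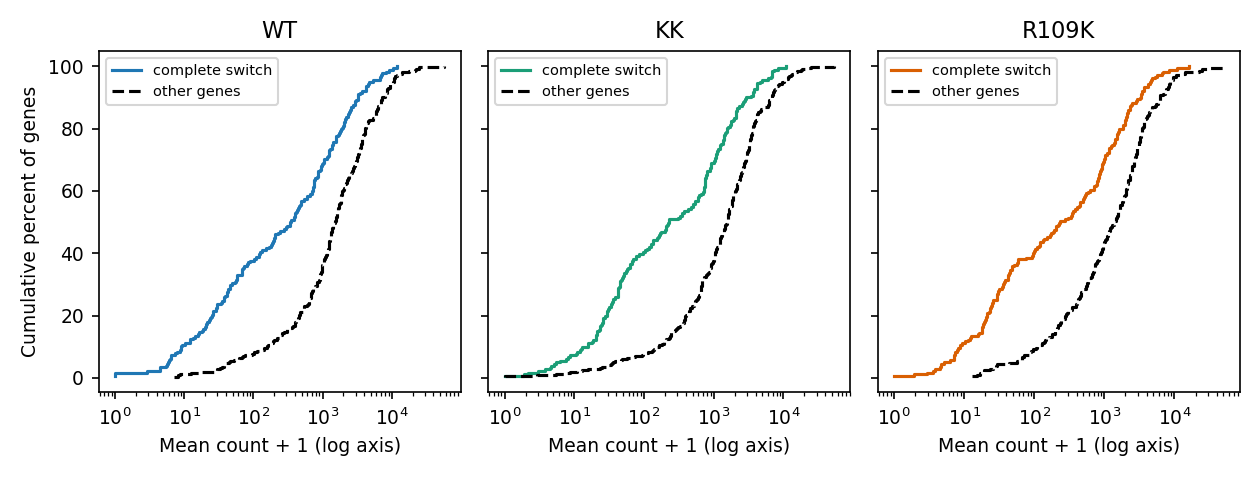
Cumulative percent of Table S2 genes against the mean count of the gene over the 12 samples (log axis), in each line. Genes with an event whose Ψ changes by 1 (coloured) lie to the left of the other genes of that line (dashed), with medians in R109K of 230 and 1422 counts.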

Further, R109K caused the strongest splicing effect (by rMATS analysis) contrasting with KK, which was least efficient (fig. S2B). This situation contrasted with the transcription analysis of the RNA-seq data (Fig. 1B), where R109K was less effective than the WT and KK derivatives in causing differential gene expression.

We performed gene ontology (GO) analysis on the E2F gene sets from which the alternatively spliced transcripts were derived (fig. S3). Although there was considerable overlap in the GO terms enriched in each condition, such as cellular processes linked to cell cycle, there were a number of marked differences. For example, DNA damage–related terms were prevalent under KK expression conditions, while catabolic and biosynthetic terms were enriched upon R109K expression.

We also studied the expression level of a variety of E2F target genes connected with splicing, many encoding components of the splicing machinery (table S3). 

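The gene families of Table S3 (SF1 and symbols that begin with SF3A, SF3B, SRPK, SRSF, or U2AF) have 28 tested members in the counts, and 1 of them, SRSF12 (chromosome 6, 89805678 to 89827790), changed more than 2-fold. SRSF12 rose from 0.509 ± 0.209 CPM in pTRE (SD, n = 3) to 1.78 ± 0.626 in WT, 1.75 ± 0.171 in KK, and 1.87 ± 0.337 in R109K. Its log2 fold change against pTRE was 1.77 in WT (standard error 0.36, adjusted p = 0.00123 from edgeR), 1.78 in KK (standard error 0.36, adjusted p = 0.00107), and 1.87 in R109K (standard error 0.35, adjusted p = 9.94e-04). Between lines it did not differ, at a log2 fold change of 0.10 for R109K against WT (adjusted p = 0.873) and 0.01 for KK against WT (adjusted p = 0.990). The gene had a mean of 36.3 reads per sample, the fewest of the genes of Table S3. SRPK1 rose by a log2 fold change of 0.76 in WT (adjusted p = 3.60e-04), 0.58 in KK (adjusted p = 0.00284), and 0.45 in R109K (adjusted p = 0.0205). Against pTRE, the 28 members lay between -0.65 and 1.77 in WT, between -0.44 and 1.78 in KK, and between -0.34 and 1.87 in R109K, with medians of 0.09, 0.14, and 0.15. An adjusted p-value below 0.01 was reached by 3 of them in WT, 4 in KK, and 1 in R109K. From the similar levels of these genes, the paper reasons that changes in splicing components do not readily account for the alternative splicing.

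**Figure D6:**
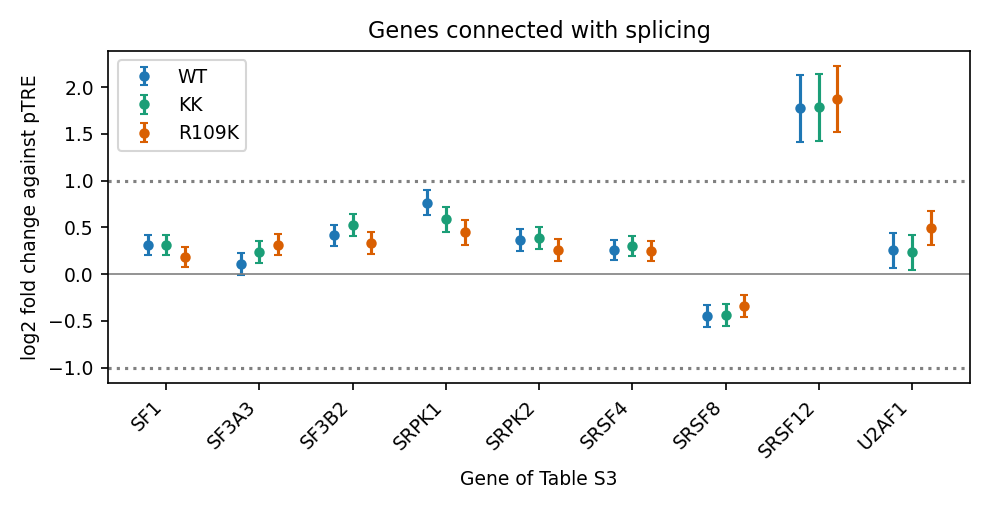
Log2 fold change against pTRE (points, with the standard error) of the 9 genes that Table S3 lists, in the WT, KK, and R109K lines. Dotted lines mark a 2-fold change, and SRSF12 lies above the upper line in all 3 lines, near 1.77 in WT.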

From an analysis of the RNA-seq data, none of the genes were expressed at a notably different level under the WT, KK, or R109K expression conditions (table S3). The increased level of alternative splicing identified by rMATS, therefore, cannot be easily attributed to coincident changes in the expression of splicing components.

### Chromatin-associated E2F1 binds to components of the splicing machinery

We reasoned that the impact of E2F1 on alternative RNA splicing could be mediated by meR E2F1 interacting with components of the splicing machinery, since the meR reader protein p100/TSN functions in spliceosome assembly and enhances splicing activity (*16*). We therefore addressed whether snRNAs, essential components of the spliceosome (*18*), could associate with E2F1. By RNA immunoprecipitation (RIP), we found that U1, U4, U5, and U6 snRNAs associate with E2F1 in a variety of cell types, including U2OS, HCT116, and MCF7 cells (Fig. 3, A to F). Significantly, the interaction of snRNA with E2F1 was dependent on p100/TSN and PRMT5 activity, as it was reduced in cells treated with p100/TSN siRNA (fig. S4A) and absent in cells treated with the PRMT5 inhibitor EPZ015666 (Fig. 3, B, E, and F) (*19*). To assess whether snRNA binding to E2F1 required an intact DNA binding domain and therefore was likely to occur with chromatin-associated E2F1, we prepared E2F1 derivatives with compromised DNA binding activity (Fig. 3G). By ChIP, neither L132E nor R166H bound to chromatin relative to WT E2F1 (Fig. 3G), although each mutant derivative could undergo nuclear accumulation (fig. S4B). Significantly, upon RIP analysis with L132E or R166H, the level of U6 snRNA was reduced, in contrast to the WT E2F1 RIP where U6 was clearly detectable (Fig. 3H), arguing that the interaction with snRNA occurs with chromatin-bound E2F1.

**Fig. 3:**
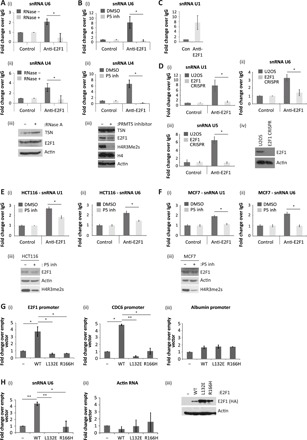
E2F1 interacts with components of the splicing machinery. (**A**) U2OS cells were lysed in RIP lysis buffer, containing ribonuclease A (RNase A; 20 μg/ml) where indicated. Cell extracts were immunoprecipitated with E2F1 antibody, and coimmunoprecipitated RNA was reverse-transcribed before quantitative polymerase chain reaction (qPCR) analysis with primers against U6 (i) and U4 (ii) snRNAs as indicated. Input protein levels were determined by immunoblot (iii). *n* = 2. (**B**) U2OS cells were treated with 5 μM PRMT5 inhibitor (P5 inh), as indicated, before performing an anti-E2F1 RIP. Coimmunoprecipitated U6 (i) and U4 (ii) snRNAs were identified with specific primers by quantitative reverse transcription PCR (qRT-PCR). Input protein levels were determined by immunoblot (iii). *n* = 3. (**C**) An anti-E2F1 RIP was performed on U2OS cells, and coimmunoprecipitated U1 snRNA was detected by qRT-PCR. *n* = 2. (**D**) An anti-E2F1 RIP was performed on extracts prepared from U2OS or U2OS E2F1 CRISPR cell lines as indicated. Immunoprecipitated RNA was analyzed by qRT-PCR using primers specific to U1 (i), U6 (ii), or U5 (iii) snRNAs. Input protein levels are also displayed (iv). *n* = 2. (**E**) HCT116 cells were treated with 5 μM PRMT5 inhibitor, where indicated, before performing an anti-E2F1 RIP. Coimmunoprecipitated U1 (i) and U6 (ii) snRNA were detected by qRT-PCR. Input protein levels are also displayed (iii). *n* = 2. (**F**) As described above, although the experiment was performed in MCF7 cells. (**G**) U2OS cells were transfected with 1 μg of plasmid encoding WT E2F1, DNA binding domain mutant constructs (L132E and R166H) or empty vector (−) as indicated. Forty-eight hours later, cell extracts were used for ChIP analysis with the anti–hemagglutinin (HA) antibody. Immunoprecipitated chromatin was analyzed by qPCR using primers targeting the indicated promoters, where albumin served as the non-E2F target gene control (i to iii). Input protein levels are shown in (H). *n* = 2. See also fig. S4B. (**H**) U2OS cells were transfected as above. Forty-eight hours later, cell extracts were used for RIP analysis with anti-HA antibody. Immunoprecipitated RNA was analyzed by qRT-PCR using primers specific to U6 snRNA (i) or actin RNA (ii). Input protein levels were determined by immunoblot (iii). *n* = 3.

### E2F1 interacts with a diverse set of alternatively spliced transcripts

Having established that arginine methylation and its reader p100/TSN enable E2F1 to influence alternative splicing (Fig. 2) and further allow binding to snRNA, we went on to explore whether any additional RNA species could associate with p100/TSN-E2F1 using RIP sequencing (RIP-seq). We performed the E2F1 RIP-seq analysis in the presence and absence of p100/TSN to characterize the population of RNA that bound to E2F1 in a meR-p100/TSN–dependent fashion. We observed a large set of RNAs, 384 in total, in the E2F1 RIP-seq that were dependent on the presence of p100/TSN (table S4). Some of the p100/TSN-dependent RNAs identified in the E2F1 RIP-seq were highlighted to be alternatively spliced RNAs in the rMATS splicing analysis of the RNA-seq dataset (Fig. 2A and table S5). For example, the lysine acetyl-transferase 2B (*KAT2B*) (ΔΨ = 0.171 to 0.232), the lysine methyl-transferase SET domain containing 2 (*SETD2*) (ΔΨ = −0.888), and max gene associated protein (*MGA*) (ΔΨ = 0.436) were identified as alternatively spliced transcripts by rMATS (table S2).

We further mined the E2F1 RIP-seq dataset to identify peak sequencing reads that span exon junctions across the different RNAs, which were then related to genomic organization of the parent gene, enabling us to identify spliced RNA variants. We identified a subgroup of the 384 RNA species where the sequencing reads spanned 27 exon junctions, which correspond to 26 different transcripts derived from 18 genes (table S6). For example, multiple alternatively spliced transcripts derived from *SENP7*, MDS1 and EVI1 complex locus (*MECOM*), *P3H2*, and *SPG21* genes were identified in the E2F1 RIP-seq (Figs. 4A and 5A and fig. S4, C and D) with similar alternative splicing events apparent in the RNA-seq data (*SENP7* and *MECOM* shown as Sashimi plots in fig. S4E).

**Fig. 4:**
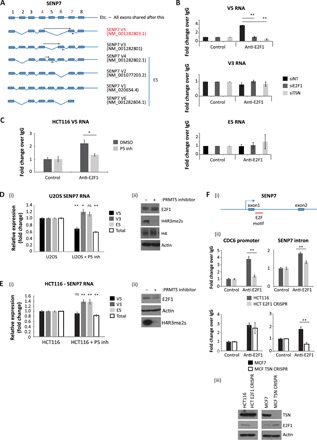
p100/TSN enables E2F1 to interact with alternatively spliced transcripts. (**A**) Schematic representation of exon structure for the SENP7 gene. Each alternatively spliced transcript expressed from this gene is displayed, with primer binding sites used to detect specific transcript variants in subsequent experiments indicated with black arrows. Note that forward primers were designed to span exon junctions. Mining of the RIP-seq dataset for exon spanning peaks identified reads around exons 4 and 7 (indicated by the red numbering), which occurs in SENP7 transcript V5 (highlighted in red text). (**B**) Anti-E2F1 RIP with U2OS cells treated with siRNA against E2F1, TSN, or nontargeting (NT) control, as indicated, for 72 hours. Cells were then immunoprecipitated with E2F1 antibody, and coimmunoprecipitated RNA was reverse-transcribed before qPCR analysis with primers against specific SENP7 transcript variants as indicated. *n* = 3. (**C**) HCT116 cells were treated with 5 μM PRMT5 inhibitor, where indicated, before performing an anti-E2F1 RIP. Coimmunoprecipitated SENP7 V5 transcripts were analyzed by qRT-PCR. Input protein levels are the same as those displayed in Fig. 3E. *n* = 2. DMSO, dimethyl sulfoxide. (**D**) U2OS cells were treated for 72 hours with 5 μM PRMT5 inhibitor. RNA was then isolated from cells and analyzed by qRT-PCR using primers targeting specific SENP7 transcript variants or total SENP7 RNA. Average (mean) fold change of each RNA species as compared to untreated U2OS cells was calculated and displayed with SE. Statistical analysis for each condition compared to untreated U2OS cells is also displayed over each bar (i). An immunoblot to demonstrate input protein levels is also included (ii). *n* = 3. (**E**) As described above, although the experiment was performed in HCT116 cells. *n* = 4. ns, not significant. (**F**) Examination of the promoter region of the SENP7 gene (–2 to +1 kb) identified an E2F1 DNA binding motif within +450 bp of the transcription start site, lying within the first intron (E2F1 motif marked in red) (i). An E2F1 ChIP was performed in the HCT116 E2F1 CRISPR and MCF7 TSN CRISPR cell lines. Immunoprecipitated chromatin was analyzed using primers spanning the identified E2F DNA binding motif in SENP7 or against the known E2F motif in the promoter sequence of CDC6 (ii). An immunoblot is included to demonstrate input protein levels (iii). *n* = 3

**Fig. 5:**
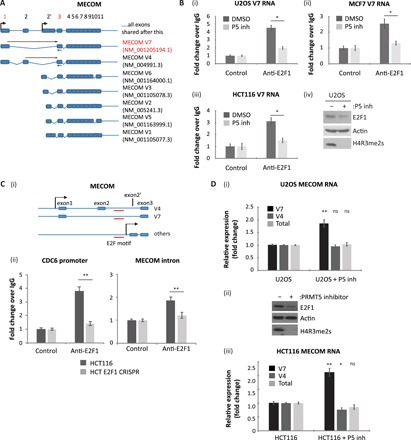
E2F1 also interacts with alternatively spliced transcripts from the MECOM gene. (**A**) Schematic representation of exon structure for the MECOM gene. Each alternatively spliced transcript expressed from this gene is displayed, with primer binding sites used to detect specific transcript variants in subsequent experiments indicated with black arrows. Note that forward primers were designed to span exon junctions. Mining of the RIP-seq dataset for exon spanning peaks identified reads spanning exons 1 and 3 (indicated by the red numbering), which occurs in MECOM transcript V7 (highlighted in red text). (**B**) U2OS (i), MCF7 (ii), or HCT116 cells (iii) were treated with 5 μM PRMT5 inhibitor as indicated. An anti-E2F1 RIP was then performed, and coimmunoprecipitated MECOM transcript variant V7 was analyzed by qRT-PCR using specific primers. Input protein levels for the U2OS experiment are also included (iv), while the input protein levels for HCT116 and MCF7 cells are the same as those displayed in Fig. 3 (E and F). *n* = 2. (**C**) Examination of the promoter region of the MECOM gene identified an E2F1 DNA binding motif lying within the first intron of V7 or the second intron of V4 (E2F1 motif marked in red) (i). An E2F1 ChIP was performed in HCT116 or HCT116 E2F1 CRISPR cell lines. Immunoprecipitated chromatin was analyzed using primers spanning the identified E2F DNA binding motif in MECOM or against the known E2F motif in the promoter sequence of CDC6 (ii). Input protein levels are the same as those displayed in Fig. 4F. *n* = 3. (**D**) U2OS cells (i) or HCT116 cells (iii) were treated with 5 μM PRMT5 inhibitor, where indicated. RNA was then isolated from cells and analyzed by qRT-PCR using primers targeting specific MECOM transcript variants or total MECOM RNA. Average (mean) fold change of each RNA species as compared to untreated U2OS/HCT116 cells was calculated and displayed with SE. Statistical analysis for each condition compared to untreated cells is also displayed over each bar. Input protein levels for U2OS cells are also displayed (ii), while the input protein levels for HCT116 cells are the same as those displayed in Fig. 4E. *n* = 4.

We chose *SENP7* and *MECOM* as the representative examples and characterized them in greater detail. SENP7 is a deSUMOylase that is involved with the control of protein stability, chromatin, and transcription (*20*–*22*). The *SENP7* alternatively spliced RNA variant identified in the RIP-seq, V5, spanned exon junctions 4 and 7, and thus lacked exons 5 and 6 (Fig. 4A). Consistent with the RIP-seq results, the V5 RNA variant was detected in the E2F1 RIP, contrasting with the other *SENP7* RNA spliced variants (Fig. 4B). In addition, the presence of *SENP7* V5 variant in the RIP was dependent on E2F1 and p100/TSN, as it was absent upon silencing either E2F1 or p100/TSN protein (Fig. 4B). Further, inhibiting PRMT5 activity with EPZ015666 reduced the interaction between E2F1 and V5 RNA in cells (Fig. 4C), which also coincided with a lower level of the RNA variant (in contrast the other *SENP7* RNA variants increased) in cells (U2OS and HCT116) treated with EPZ015666 (Fig. 4, D and E).

To confirm that *SENP7* is a target gene for E2F1, we inspected the genomic DNA sequence around the promoter region (−2 to +1 kb) and identified an intronic E2F DNA binding site motif within 450 base pairs (bp) of the transcription start site, after the first exon (Fig. 4F). By ChIP, this region of the *SENP7* gene was capable of binding E2F1 (Fig. 4F). Moreover, using CRISPR cell lines, which lacked E2F1 or p100/TSN, we confirmed that the *SENP7* ChIP activity is dependent on E2F1 and is influenced by the presence of p100/TSN (Fig. 4F). These results highlight a role for PRMT5, E2F1, and p100/TSN in directing alternative splicing of *SENP7*.

We performed a similar analysis of *MECOM*, which encodes a zinc finger transcription factor involved with different signaling pathways (*23*). The major *MECOM* RNA species identified in the RIP-seq was the V7 spliced variant (Fig. 5A). We subsequently verified binding of the V7 RNA variant to E2F1 in diverse cell types (U2OS, HCT116, and MCF7) and the dependency on PRMT5 activity for the RNA interaction with E2F1 (Fig. 5B). By ChIP, we identified an E2F binding site within the first intron of the V7 transcript variant (Fig. 5C), and alternative splicing of *MECOM* RNA in cells was altered upon PRMT5 inhibition (Fig. 5D). Most significantly, we examined whether the *MECOM* V7 was present in human cancer by exploring RNA-seq datasets available in The Cancer Genome Atlas (TCGA) (https://cancergenome.nih.gov/) and thereafter whether there was any correlation with E2F1 and PRMT5 expression. The *MECOM* V7 transcript variant was present at increased levels in cervical, colon, and ovarian cancer compared to the normal tissue control where, importantly, its level coincided with the expression of E2F1 and PRMT5 (fig. S5). These results highlight the role of PRMT5 and p100/TSN-E2F1 in regulating alternative splicing of *SENP7* and *MECOM* RNA and further suggest that it is relevant to clinical disease.

### Biological consequence of alternative splicing for E2F1 activity

We wanted to understand the functional significance of alternative splicing directed by meR-E2F1 and p100/TSN for the E2F pathway. To this end, we decided to pursue *SENP7* as previous studies had highlighted the role of SENP7 deSUMOylase in the control of HP1, an established repressor of E2F transcriptional activity (*24*, *25*) and a known target for deSUMOylation by *SENP7* (*20*). We assessed whether the *SENP7* V5 RNA variant, which selectively interacts with p100/TSN-E2F1 and is dependent on PRMT5 activity, can influence E2F activity. We did this by measuring HP1α and SUMO ChIP activity on the *p73* promoter, an established E2F target gene (*26*). Treating cells with EPZ015666 (which down-regulates the *SENP7* V5 RNA variant; Fig. 4D) caused an increase in chromatin-associated SUMOylation on the *p73* promoter, which coincided with reduced levels of transcription (Fig. 6A and fig. S4, F and G). Moreover, the increased chromatin SUMOylation reflected an increased association of HP1α (Fig. 6B). Mechanistically, silencing SENP7 with siRNA caused increased levels of chromatin-associated HP1α (Fig. 6C); a similar effect was observed upon silencing E2F1 (Fig. 6D), thus connecting chromatin SUMOylation to E2F1 activity. We subsequently addressed the specific role of the meR-E2F1–associated spliced RNA variant by expressing *SENP7* V5 in cells and measuring the effect on HP1α ChIP activity. Expressing the V5 variant, and the resulting SENP7 protein, decreased the level of HP1α ChIP activity (Fig. 6E). Most significantly, the reduced HP1α ChIP activity coincided with increased transcriptional activity of E2F target genes (Fig. 6F). These results suggest that the V5 variant, derived from an E2F1-dependent alternative splicing effect on *SENP7*, has a functional consequence on the E2F pathway.

**Fig. 6:**
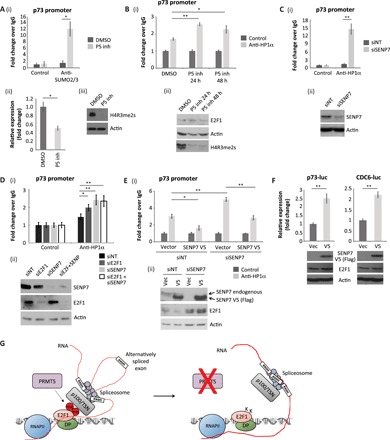
Biological consequence of SENP7 alternative splicing for E2F1 activity. (**A**) U2OS cells were treated with 5 μM PRMT5 inhibitor for 72 hours, where indicated, before ChIP analysis with anti-SUMO2/3–specific or control antibodies. Immunoprecipitated chromatin was analyzed using primers specific for the E2F site in the p73 promoter (i). An RT-PCR was also performed to monitor the levels of p73 transcripts in the cell (ii). An immunoblot for H4R3me2s is included to demonstrate the activity of the PRMT5 inhibitor (iii). *n* = 3. See also fig. S4 (F and G). (**B**) As described above, although cells were treated with the PRMT5 inhibitor for 24 or 48 hours as indicated. ChIP analysis was performed with anti-HP1α–specific or control antibodies (i). An immunoblot for H4R3me2s is included to demonstrate the activity of the PRMT5 inhibitor (ii). *n* = 2. (**C**) U2OS cells were transfected with SENP7 siRNA or nontargeting siRNA (siNT) for 96 hours as indicated. Cells were then prepared for ChIP analysis as described above (i). An immunoblot is included to demonstrate input protein levels (ii). *n* = 4. (**D**) ChIP analysis as described above, although U2OS cells were transfected with siRNA targeting E2F1, SENP7, or a combination of the two (siE2F1 + siSENP7). *n* = 3. (**E**) U2OS cells were transfected with siRNA targeting SENP7 or nontargeting siRNA for 96 hours, as indicated. Cells were subsequently transfected for 48 hours with an empty vector or a plasmid expressing Flag-tagged SENP7 V5. Cells were then prepared for ChIP analysis as described above (i). An immunoblot is included to demonstrate input protein levels (ii). *n* = 3. (**F**) U2OS cells were transfected with p73–luciferase (luc) or CDC6-luciferase reporter plasmids for 48 hours, along with empty vector (vec) or Flag-tagged SENP7 V5. Reporter activity was measured, and immunoblots were performed to monitor input protein levels. *n* = 2. (**G**) Model diagram where PRMT5-mediated methylation of chromatin-associated E2F1 mediates its interaction with p100/TSN, which permits the E2F1 complex to associate with a subset of RNAs, some being derived from E2F-target genes. By regulating the activity of the splicing machinery, it is proposed that the E2F1-p100/TSN complex can influence the alternative splicing of these RNAs. In the absence of E2F1 methylation (either under conditions of PRMT5 inhibitor treatment or in cells expressing E2F1-meR point mutants), a p100/TSN-dependent interaction with the splicing machinery is lost, and changes to alternative splicing of a subset of RNAs result.

## DISCUSSION

The work described here provides new mechanistic insights into the processes affected by arginine methylation of E2F1 and relates the information to the fundamental properties of the E2F pathway. We found that the methylation mark not only affects the repertoire of genes transcriptionally regulated by E2F1, but most importantly, enables E2F1 to exert control over alternative RNA splicing of a large group of E2F target genes that otherwise are poor E2F transcription targets. We suggest, therefore, that the methylation mark extends the regulatory impact of E2F1 on gene expression, from one where transcriptional control is the principal level of control to another where alternative RNA splicing is the predominate process. This pathway provides a mechanism whereby E2F1 can extend its influence to genes, which otherwise would be poor transcription targets for E2F1. The meR mark thus widens the genomic landscape under E2F1 control.

We found that components of the splicing machinery associate with E2F1 and that a diverse array of RNAs, mostly derived from E2F target genes, are subject to alternative splicing control in an E2F1-dependent fashion. Moreover, by reading the symR mark on E2F1, p100/TSN recruits an extensive group of RNAs to E2F1, many of which represent alternatively spliced variants. It is known that p100/TSN functions in small nuclear ribonucleoprotein assembly and, hence, is involved with pre-mRNA splicing (*27*), and it is consistent with this observation we identified that snRNAs associated with E2F1 were dependent on PRMT5 activity and E2F1 methylation. This highlights a possible mechanism whereby E2F1 can engage with the splicing machinery to influence the splicing process (Fig. 6G).

Our results make the interesting suggestion that there is a broad division of E2F target genes into two groups: one group regulated through the classical E2F pathway mechanism of transcriptional control and the other consisting of genes that are generally poor E2F transcription targets, where regulation occurs principally through alternative RNA splicing. Reflecting on the biological properties of E2F1, we reason that this broad division into two mechanisms for controlling gene expression could have biological significance in mediating the outcome of E2F1 activity. This is because alternative RNA splicing provides the cell with a great deal of flexibility in protein function and thus may be relevant in physiological situations where the transcriptional role of E2F1 is compromised.

The analysis of alternative RNA splicing of the *SENP7* gene supports the importance of alternative splicing for E2F1 function. Thus, manipulating the expression level of V5 (the *SENP7* RNA variant dependent on PRMT5 and E2F1 activity identified in the E2F1 RIP-seq) found that it was an efficient regulator of E2F target gene transcription, most likely through altering the repressive effect of HP1α on E2F target gene activity. It appears, therefore, that the ability of E2F1 to affect alternative RNA splicing has significant functional consequences on E2F1 activity.

In conclusion, our study has revealed an unexpected mechanism whereby arginine methylation widens the regulatory impact of E2F1, from its classical mechanism of transcriptional control to one where alternative RNA splicing is the predominate level of regulation. The reader-writer interplay, which is dependent on the meR mark, endows E2F1 with a new regulatory RNA splicing mechanism that extends its genomic influence. The meR mark thus expands the repertoire of genomic landscape under E2F control.

## MATERIALS AND METHODS

### Cell line generation

Hemagglutinin (HA)–tagged WT, the arginine to lysine 111/113 mutant E2F1 (KK), and the arginine to lysine 109 (R109K) constructs have been described previously (*11*). These were subcloned into a pTRE2-hyg expression vector (Clontech) and transfected into parental Tet-On U2OS cells (Clontech; RRID: CVCL_V335) to generate inducible, stable cell lines. These cells were selected in Dulbecco’s modified Eagle medium (DMEM) (Sigma-Aldrich) supplemented with 10% (v/v) fetal bovine serum (FBS), penicillin/streptomycin, G418 (100 μg/ml; Santa Cruz Biotechnology), and hygromycin B (150 μg/ml; TOKU-E). For all experiments, doxycycline (1 μg/ml) was used to induce protein expression for 24 hours before harvest. E2F1 and TSN CRISPR cells were generated as per the protocol described (*28*) and cultured in DMEM containing 10% (v/v) FBS and penicillin/streptomycin. All cell lines were tested for mycoplasma contamination before use.

### Plasmid/siRNA transfection

HA-tagged WT E2F1, E2F1-KK, and E2F1 R109K plasmids have been described previously (*11*). HA-tagged E2F1 L132E and R166H constructs were generated from WT HA-E2F1 using a site-directed mutagenesis kit (Stratagene). Flag-tagged SENP7 V5 was generated by subcloning from an open reading frame shuttle clone (0CAAo5051G027D; Source BioScience) using primers targeting the start and stop codons (flanked with NotI and SalI restriction sites, respectively). The polymerase chain reaction (PCR) product was purified using a PCR purification kit (Qiagen) and digested with the required enzymes (Promega) for 1 hour. The digested DNA was gel-purified using a gel extraction kit (Qiagen) and ligated into the p3xFlag-CMV-7.1 vector (Sigma-Aldrich). Plasmid transfections were performed for 48 hours using the GeneJuice transfection reagent (Novagen), as per the manufacturer’s instructions. RNA interference was performed with 25 nM siRNA for 72 hours using the Oligofectamine transfection reagent (Invitrogen), as per the manufacturer’s instructions. Sequences for siRNA are as follows: nontargeting control, 5′-AGCUGACCCUGAAGUUCUU-3′; E2F1, 5′-CUCCUCGCAGAUCGUCAUCUU-3′; p100/TSN, 5′-AAGGAGCGAUCUGCUAGCUAC-3′; SENP7, 5′-GAAGUAAGACAGUAGAUGA-3′.

### Immunoblotting and antibodies

For immunoblots, cells were harvested in radioimmunoprecipitation assay buffer [50 mM tris-HCl (pH 8), 150 mM NaCl, 1% (w/v) Igepal CA-630, 0.5% (w/v) sodium deoxycholate, 0.1% (w/v) SDS, 0.2 mM sodium orthovanadate, and protease inhibitor cocktails] and incubated on ice for 30 min before SDS–polyacrylamide gel electrophoresis. The following antibodies were used in immunoblots: p100/TSN (A302-883A, Bethyl Laboratories; RRID: AB_10631268), E2F1 (C20, Santa Cruz Biotechnology; RRID: AB_631394), E2F1 (A300-766A, Bethyl Laboratories; RRID: AB_2096774), HA (16B12, Covance; RRID: AB_10063630), FLAG (M2, Sigma-Aldrich; RRID: AB_262044), β-actin (AC-74, Sigma-Aldrich; RRID: AB_476697), H4R3me2s (ab5823, Abcam; RRID: AB_10562795), histone H4 (ab10158, Abcam; RRID: AB_296888), and SENP7 (donated by R. Hay, University of Dundee, UK).

### RNA isolation and quantitative PCR

RNA was isolated from cells using TRIzol (Thermo Fisher Scientific) according to the manufacturer’s instructions. One microgram of total RNA was used for complementary DNA (cDNA) synthesis. For standard mRNA analysis, oligo(dT)_20_ (Invitrogen) was added. For splice variant analysis, RNA was deoxyribonuclease (DNase)–treated (Sigma-Aldrich) before cDNA synthesis using random hexamers (Invitrogen). Moloney Murine Leukemia virus (M-MLV) reverse transcriptase (Promega) was used as per the manufacturer’s instructions. Quantitative reverse transcription PCR (qRT-PCR) was carried out in triplicate using the indicated primer pairs and the Brilliant III SYBR Green qPCR Master Mix (Stratagene) on an MX3005P (Agilent) qPCR instrument. Results were expressed as average (mean) fold change compared to control treatments using the ΔΔ*C*_t_ method from three biological repeat samples. Glyceraldehyde-phosphate dehydrogenase or actin primer sets were used as an internal calibrator. Error bars represent SE unless otherwise indicated.

### Chromatin immunoprecipitation

ChIP was performed as described previously (*29*, *30*). Antibodies used for immunoprecipitation were as follows: anti-E2F1 (C-20), anti-HA (16B12), anti-HP1α (NB110-40623, Novus Biologicals; RRID: AB_714949), anti-SUMO2/3 (8A2, Abcam; RRID: AB_1658424), and nonspecific rabbit or mouse immunoglobulin G (IgG). The recovered DNA was analyzed in triplicate by qPCR, as described (*30*, *31*), on an MX3005P qPCR system using the Brilliant III SYBR Green qPCR Master Mix according to the manufacturer’s instructions. Results were expressed as average (mean) fold change compared to IgG control treatments using the ΔΔ*C*_t_ method from triplicate biological repeat samples. Alternatively, a standard curve was generated to calculate ChIP/input signals that were subsequently used to generate fold change values compared to IgG control. Error bars represent SE unless otherwise indicated.

### RNA immunoprecipitation

Cells were washed once with phosphate-buffered saline (PBS) before ultraviolet cross-linking at 900 mJ/cm^2^ using a Stratalinker (Stratagene). RIP lysis buffer [50 mM tris-HCl (pH 8.0), 150 mM NaCl, 1 mM MgCl_2_, 10% (v/v) glycerol, 1% (v/v) NP-40, 1 mM dithiothreitol, 0.2 mM sodium orthovanadate, and protease inhibitor cocktails] was added directly to the plate, on ice. The lysate was agitated at 4°C for 10 min before sample clarification at 13,000 rpm. For protein samples, 5% of inputs were taken and boiled in an SDS-loading buffer. For RNA samples, 10% of inputs were taken, and 10 μg of proteinase K was added for 30 min at 37°C before addition of TRIzol and RNA isolation. The rest of the lysate was precleared using preblocked protein A/G agarose beads, 1 μg of nonspecific IgG (Jackson ImmunoResearch), and heparin (0.1 mg/ml) for 1 hour at 4°C. The precleared lysate was added to a fresh tube with 1 μg of nonspecific IgG or a specific antibody (E2F1; C-20, Santa Cruz Biotechnology; RRID: AB_631394) for 1 hour with rotation. Protein A/G beads were then added for a further hour. The beads were washed four times in RIP lysis buffer and resuspended in 400 μl of RIP lysis buffer. This was separated into two fractions—one for protein isolation and the other for RNA extraction. For protein isolation, beads were dried and resuspended in SDS-loading buffer before boiling. For RNA extraction, an equal amount of RIP extraction buffer [350 mM NaCl, 10 mM tris-HCl (pH 7.5), 10 mM EDTA, 0.1% (w/v) SDS, and 7 M urea] was added to the fraction, along with 15 μg of proteinase K, and incubated at 37°C for 30 min before RNA purification using TRIzol. RNA was DNase-treated before first-strand cDNA synthesis using random hexamers and M-MLV reverse transcriptase.

### RNA sequencing

WT, E2F1-KK, or E2F1-R109K expression was induced in U2OS-Tet-ON cells for 24 hours before isolating the RNA using TRIzol. mRNA was subsequently enriched from three biological replicates using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs), as per the manufacturer’s instructions. cDNA libraries were made using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs). Sequencing was carried out on an Illumina NextSeq platform.

### RNA-seq data analysis

FASTQ files for pTRE, WT, KK, and R109K samples in three biological replicates were trimmed to remove adapters and low-quality bases with TrimGalore v.0.4.3 (www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The trimmed reads were aligned to the human reference genome (build hg19) with STAR aligner v.2.5.1 (*32*) with two mismatches allowed. Differential gene expression analysis was performed with DESeq2 R Bioconductor package v.1.16.1 (*33*) using read counts data provided by the aligner. Genes were considered differentially expressed if the adjusted *P* value, calculated using the Benjamini-Hochberg method to minimize the false discovery rate (FDR), was less than 0.01, and the change in expression level was greater than twofold. Differential splicing analysis, Ψ calculation, and splicing events statistics were performed with rMATS turbo package v4.0.1 (*17*). The FDR threshold for differential percent spliced in PSI was chosen to be 0.01. The GO enrichment analysis was performed with MetaCore software suite (Clarivate Analytics, v.6.33-69110) to reveal biological processes overrepresented in differentially spliced gene sets. *P* values for GO enrichment analysis were calculated using the formula for hypergeometric distribution, reflecting the probability for a GO term to arise by chance. Statistically enriched terms were identified using a threshold FDR of 3%. Clustering of GO:BP terms was performed using the R Bioconductor goseq package (v.1.30), and annotations were provided in org.Hs.eg.db (v.3.5.0) and GO.db (v.3.5) packages. Gene expression data have been deposited in the National Center for Biotechnology Information’s (NCBI) Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE111961.

### RIP sequencing

An E2F1 RIP was performed as described above, from samples treated for 72 hours with nontargeting siRNA or siRNA against TSN. An E2F1 siRNA condition was also included for the RIP-seq as a control to monitor for specificity of the RNA species identified. Following RNA extraction and DNase treatment, equal volumes of the sample were taken and underwent ribodepletion using a GeneRead rRNA Depletion kit (Qiagen). Libraries were prepared using a NEBNext Ultra Directional RNA library Prep kit for Illumina (New England Biolabs). The library was sequenced on an Illumina NextSeq, and bioinformatics analysis was carried out (see below).

### RIP-seq data analysis

FASTQ files for two biological replicates in each condition were trimmed as described above. The reads were aligned to the human genome build hg19 by gsnap aligner v.2017-04-21 with two mismatches allowed (*34*). The RIP-seq analysis was performed with RIPSeeker R package v.1.18.0 (*35*) with the parameters as follows: uniqueHit = TRUE, assignMultihits = TRUE, rerunWithDisambiguatedMultihits = TRUE, and automatic bin size selection. Ensembl BioMart build 75 was used for functional annotation of the RIP-seq results. RNA species significantly enriched (adjusted *P* value threshold < 0.05) above the siE2F1 control RIP are recorded in table S4. RIP sequencing data have been deposited in NCBI’s GEO and are accessible through GEO Series accession number GSE111961.

### Gene set analysis

Gene set analysis was performed with the piano R package (v.1.8.2) using the Mean method (*36*), with 1000 permutations and with minimum and maximum gene sets of 15 and 500, respectively, against the 50 hallmark (h) gene sets from the MSigDB (v.6.1). Resulting gene sets with a nominal *P* value of 0.05 were considered significant. Distinct directional network maps were visualized with the piano R package.

### Xena browser functional genomics analysis

For the analysis of E2F1, PRMT5, MECOM V7, and total MECOM expression levels in human cancers, Xena browser (University of California) was used (https://xena.ucsc.edu/). The TCGA TARGET GTEx dataset was selected, which contained transcript expression data from TCGA (cancer tissue) and Genotype-Tissue Expression (GTEx; healthy tissue) samples. Cervical, colon, and ovarian cancers were selected alongside their respective healthy tissue and were categorized according to their E2F1 gene expression. Information on PRMT5 and MECOM gene expression was also displayed. MECOM V7 transcript was identified using the Ensembl transcript ID.

### Immunofluorescence

U2OS cells (HTB-96, American Type Culture Collection; RRID: CVCL_0042) were plated on coverslips and transfected for 48 hours with the indicated plasmids, or U2OS-Tet-ON cells were induced to express WT E2F1, E2F1-KK, or E2F1-R109K for 24 hours as appropriate. Cells were fixed for 15 min with 4% paraformaldehyde in PBS and permeabilized for 15 min with 0.5% Triton X-100 in PBS. Coverslips were incubated with primary antibody for 1 hour, washed five times, and then incubated with Alexa Fluor 488–conjugated secondary antibody (Thermo Fisher Scientific; RRID: AB_141607) for 1 hour. Coverslips were washed again before mounting on glass slides using VECTASHIELD mounting medium with DAPI (4′,6-diamidino-2-phenylindole; Vectorlabs). Proteins were visualized on a BX60 fluorescence microscope (Olympus) fitted with a Hamamatsu C4742-95 camera and analyzed with Openlab 5 software (Improvision).

### Flow cytometry

WT, E2F1-KK, or E2F1-R109K mutant U2OS-Tet-ON cells were induced with doxycycline for 24 hours before addition of fresh medium containing 20 μM etoposide and doxycycline for 48 hours. Then, cells were fixed and stained with propidium iodide for cell cycle analysis, as described previously (*30*).

### Clonogenic assay

A total of 1000 cells were seeded into six-well plates in triplicate and left to settle overnight. Doxycycline was added the following morning to induce protein expression and was topped up every 72 hours over the 10-day period. After 10 days, cells were washed twice in PBS before fixation in ice-cold methanol for 20 min. Methanol was removed, and 0.5% crystal violet stain was added for 10 min. The colonies were washed thoroughly in water and left to dry before counting.

### Luciferase reporter assays

U2OS cells were transfected with 500 ng of p73-luciferase or CDC6-luciferase plasmids, along with 500 ng of β-galactosidase and 2 μg of p3xFlag-CMV SENP7 V5 or empty vector for 48 hours. Cell extracts were then prepared in Reporter Lysis Buffer (Promega) and combined with luciferase reagent (Promega) for signal detection on a Microlumat Plus LB 96 V luminometer (Berthold Technologies). Alternatively, extract was mixed with β-galactosidase buffer [200 mM Na_2_PO_4_ (pH 7.3), 2 mM MgCl_2_, 100 mM β-mercaptoethanol, and ortho-nitrophenyl-galactosidase (1.33 mg/ml)] and incubated at 37°C before absorbance monitoring (415 nm) on a Sunrise microplate reader (Tecan). Reporter activity was determined from triplicate technical repeats as luciferase/β-galactosidase reading and expressed as fold induction compared to empty vector–expressing cells. Average (mean) fold changes with SE from two biological repeat experiments are shown.

### Statistical analysis

Statistical analyses were performed using two-tailed, unpaired Student’s *t* test with Excel software (Microsoft). Data are shown as means with SE displayed. *P* values are indicated as *P < 0.05 or **P < 0.005.

## Supplementary Material

http://advances.sciencemag.org/cgi/content/full/5/6/eaaw4640/DC1

Download PDF

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/5/6/eaaw4640/DC1 Fig. S1. Generation of stable, inducible cell lines expressing E2F1 methylation site mutants. Fig. S2. Additional analysis of RNA-seq and rMATS datasets. Fig. S3. GO biological process enrichment analysis on spliced E2F1 target genes from the RNA-seq data. Fig. S4. Additional analysis of E2F1 RIP-seq datasets. Fig. S5. Expression of E2F1 correlates with PRMT5 and MECOM V7 transcript expression in human cancer. Table S1. 

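For each line, Table S1 gives the mean normalized count of a gene over samples, its log2 fold change against pTRE, and an adjusted p-value from DESeq2. The mean counts for WT equal those computed here from all 12 samples for all 900 genes. Those for KK and R109K equal the means of 11 samples, with WT replicate 2 left out, for all 871 and all 561 genes. The log2 fold changes lie within a median of 0.0022 of DESeq2's shrunken estimates for WT over all 12 samples, and within 0.0017 for KK and 0.0018 for R109K over those 11 samples. Shrinkage draws the fold changes of genes with few reads toward 0. With edgeR, 97.8% of the genes listed for WT, 96.2% of those for KK, and 95.9% of those for R109K passed the thresholds.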

List of up- and down-regulated E2F1 target genes identified from the RNA-seq analysis for each cell line, corresponding to Fig. 1B. Table S2. 

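Each entry of Table S2 is an event of 1 of 5 kinds, with the change of Ψ between a line and pTRE. Skipped exons make up 80.2% of the events of WT, 75.4% of KK, and 82.2% of R109K, and retained introns 6.97%, 9.70%, and 6.90%. Of the genes with an event in a given line and enough counts to be tested, 16.0% had an estimated change of more than 2-fold, at any p-value, in WT (67 of 418), 9.02% in KK (44 of 488), and 6.50% in R109K (24 of 369).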

List of alternative splicing events in E2F1 target genes identified in the RNA-seq rMATS analysis corresponding to the heatmap (Fig. 2A). Table S3. Differential expression of genes associated with RNA splicing, taken from the RNA-seq dataset (Fig. 1B). 

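Table S3 gives log2 fold changes of splicing genes against pTRE, for 6 genes in WT, 7 in KK, and 6 in R109K. Its values range from -0.43 to 1.30 in WT, from -0.42 to 1.37 in KK, and from -0.33 to 1.44 in R109K. From the counts, the same genes ranged from -0.45 to 1.77, from -0.44 to 1.78, and from -0.34 to 1.87. Of these, 3 of 6 had an adjusted p-value below 0.01 in WT, 4 of 7 in KK, and 1 of 6 in R109K (edgeR).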

Table S4. List of RNAs identified in the anti-E2F1 RIP-seq analysis (Fig. 4). Table S5. List of overlapping E2F target genes between RIP-seq dataset (Fig. 4) and splicing analysis (Fig. 2A). Table S6. List of E2F1 RIP-seq reads that span exon junctions.

# Supplementary material for: Arginine methylation expands the regulatory mechanisms and extends the genomic landscape under E2F control
**Source:** Sci Adv. 2019 Jun 26;5(6):eaaw4640. doi: 10.1126/sciadv.aaw4640
**Supplement:** http://advances.sciencemag.org/cgi/content/full/5/6/eaaw4640/DC1

Science Advances | Science Advances

## Supplementary Materials

**The PDF file includes:**

- Fig. S1. Generation of stable, inducible cell lines expressing E2F1 methylation site mutants.
- Fig. S2. Additional analysis of RNA-seq and rMATS datasets.
- Fig. S3. GO biological process enrichment analysis on spliced E2F1 target genes from the RNA-seq data.
- Fig. S4. Additional analysis of E2F1 RIP-seq datasets.
- Fig. S5. Expression of E2F1 correlates with PRMT5 and MECOM V7 transcript expression in human cancer.
- Legends for tables S1 to S6

Download PDF

**Other Supplementary Material for this manuscript includes the following:**

- Table S1 (Microsoft Excel format). List of up- and down-regulated E2F1 target genes identified from the RNA-seq analysis for each cell line, corresponding to Fig. 1B.
- Table S2 (Microsoft Excel format). List of alternative splicing events in E2F1 target genes identified in the RNA-seq rMATS analysis corresponding to the heatmap (Fig. 2A).
- Table S3 (Microsoft Excel format). Differential expression of genes associated with RNA splicing, taken from the RNA-seq dataset (Fig. 1B).
- Table S4 (Microsoft Excel format). List of RNAs identified in the anti-E2F1 RIP-seq analysis (Fig. 4).
- Table S5 (Microsoft Excel format). List of overlapping E2F target genes between RIP-seq dataset (Fig. 4) and splicing analysis (Fig. 2A).
- Table S6 (Microsoft Excel format). List of E2F1 RIP-seq reads that span exon junctions.

**Files in this Data Supplement:**

- Adobe PDF - aaw4640\_SM.pdf

How the deposited data were processed for this re-analysis (not part of the article)

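Gene expression was measured by RNA-seq in 12 samples of U2OS Tet-On cells, 3 biological replicates of each of the lines carrying the empty pTRE vector, WT E2F1, R109K, and KK, after 24 hours with doxycycline. The authors deposited 1 set of counts per sample, whole numbers of reads on each of 25369 genes listed by symbol, followed by 5 summary lines for reads that were not counted. According to the methods, reads were trimmed with TrimGalore and aligned to hg19 with STAR, and the counts came from the aligner. The version of the gene annotation is not given in the text. The summary lines are of the kind that htseq-count writes. The numbers of reads outside genes come from those lines.

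Reads on genes ranged from 11500537 to 31040903 per sample. WT replicate 2 had the lowest total, at 31.2% of its reads. With 3 replicates per line, edgeR estimated a common dispersion of 0.0239. Wilson intervals at 95% are given for shares of gene lists, and they cover counting error only.

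Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 lines as groups, which left 16625 genes. Libraries were normalized by TMM, and 1 quasi-likelihood model with a mean for each line was fitted to all 12 samples. Each E2F1 line was compared with pTRE and with the other lines by glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method. A transcript was called regulated at an adjusted p-value under 0.01 and a change greater than 2-fold, the thresholds of the paper's methods. Standard errors of log2 fold changes come from the same model. CPM values use TMM library sizes, and log2 values of single samples use a prior count of 2.

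On simulated counts with 200 changed genes among 3 replicates per group, edgeR called 177 genes, which recovered 88.5% of the changed genes with 0 false calls, and 0 genes were called in a comparison with no change. DESeq2 called 186 genes, which recovered 91% with 4 false calls, and it called 1 gene in the comparison with no change.

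Genes named in the text are E2F1, every gene that the paper names for its RNA-seq data, and the genes with the largest changes. These largest changes are given for WT against pTRE and for the direct comparisons between lines. They are at most the 3 largest rises and the 3 largest falls past the thresholds. Only genes whose replicates do not overlap between groups and whose mean count is at least 50 were ranked. Gene positions and promoters come from the GENCODE annotation and the reference sequence of GRCh37. Of the 25369 symbols, 23036 were matched to it, and 21356 had a promoter sequence. The lists of E2F target genes, splicing events, and splicing genes are those of Tables S1, S2, and S3.

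The following alternatives were computed for the results they apply to. DESeq2 1.42.0 was used in place of edgeR, with unshrunken and with shrunken fold changes. RLE normalization replaced TMM. No filter, or a minimum of 10 counts in every sample, replaced filterByExpr. Models were also fitted to only the 6 samples of a comparison, with the replicate number as a block, and with each replicate of the groups compared left out in turn. The fold change was tested against 2-fold with glmTreat, and an adjusted p-value under 0.05 was tried. An alternative with the sample sets that match the mean counts of Table S1 was added after seeing the data.

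Shares of called genes were compared by two-sided Fisher's exact tests. Values of samples were compared by exact permutation tests, and mean counts of genes by permutation tests with 100000 resamples. Lists of genes matched on mean expression, in 20 bins, were drawn 10000 times. Calculations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3.

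Splicing events and the RNA immunoprecipitation data were not analysed here, since gene counts do not hold the reads on junctions or the immunoprecipitated RNA. The gene set analysis was not repeated, as the paper's gene set collection was not at hand. Antibody-based, reporter, and quantitative polymerase chain reaction measurements were not analysed here either.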

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

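Among the tests in this part, those on other splits of the samples and those without WT replicate 2 were chosen only after the results had been seen, while those on olfactory receptor genes, the level of E2F1 RNA, and chromosome segments were set out before their values were seen.

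In WT replicate 2, 58.7% of the reads lay outside annotated genes, while the other 11 samples had between 23.6% and 29.6%. The paper does not report on these reads. The surplus was computed as reads added, all outside genes, to a library with the median share of the others there, 25.9%. It comes to 16315010 reads, 44.3% of the sample. The computation takes none of the added reads to align to more than 1 place. WT replicate 2 had 3379310 reads of that kind out of 36828087, near the 3361035 of 34999792 in KK replicate 2. Reads added only outside genes would have lowered that share, so the number computed is uncertain. One candidate explanation is genomic DNA in the library. Olfactory receptor genes, which are seldom transcribed outside the nose, would then hold more reads in this sample. Relative to all reads of a sample, they stood at 16.8 CPM in WT replicate 2, against 10.1 to 14.9 CPM in the other 11 samples, which is 1.12 times the highest of these. The highest were the pTRE samples, at 14.0 to 14.9 CPM. WT replicates 1 and 3 both stood at 11.4 CPM, and the R109K and KK samples at 10.1 to 11.8 CPM. If the surplus reads were spread evenly over the genome and counted on either strand, these genes, by their exon lengths in GENCODE, would have held about 4677 of them, whereas they held 618 reads in all, the part not due to any surplus included. The excess is much smaller than an even spread of genomic DNA would give, but it also lies above the range of the other samples. In addition, 103 olfactory receptor genes had a read in WT replicate 2, against 53 to 88 in the other samples, and so did 28 keratin-associated protein genes, against 15 to 27, although this sample had the fewest reads on genes. Reads spread over more of such genes are what genomic DNA would give, so genomic DNA in the library cannot be excluded. Keratin-associated protein genes stood at 8.99 CPM in WT replicate 2. This is below the other samples of the E2F1 lines (11.4 to 20.5) and above pTRE (3.72 to 4.76). Both families thus differed in level between pTRE and the E2F1 lines, so comparing their levels with other samples gives no clean test. Reads from introns of unspliced RNA or from another organism cannot be told apart with counts on genes, and they were not tested. No other source was tested either. The design gives no condition that would set this sample apart from WT replicates 1 and 3, so no biological explanation was tested.

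Direct comparisons of the lines found 57 transcripts that differed between R109K and WT, 1 between KK and WT, and 15 between R109K and KK. The paper counts transcripts regulated against pTRE, and it compares R109K with KK for LRRC4, ETV1, FGF4, and KCNIP. Among the genes the paper names, LRRC4 fell by 1.94 on the log2 scale in R109K against WT (adjusted p = 0.00684), ETV1 fell by 3.15 against WT (adjusted p = 0.00259) and fell by 3.69 against KK (adjusted p = 8.96e-04), FGF4 fell by 1.72 against WT (adjusted p = 0.00517), and KCNIP1 rose by 1.45 against WT (adjusted p = 0.00684), all from edgeR with 3 samples per line. In each of these comparisons, all 3 replicates of one line lay above all 3 of the other. With the replicate number as a block, the adjusted p of LRRC4 against WT was 0.0135, above 0.01 (log2 fold change -1.88), while those of ETV1 (0.00564 against WT and 0.00476 against KK), FGF4 (0.00564), and KCNIP1 (0.00735) stayed below it. Samples with the same replicate number had a mean correlation of 0.0436, with single pairs from -0.295 to 0.470. With each replicate left out in turn, all of these adjusted p-values rose above 0.01 in at least 1 fit. Against WT, they ranged from 4.69e-04 to 0.0440 for LRRC4, 0.00297 to 0.0440 for FGF4, and 0.00658 to 0.0458 for KCNIP1. For ETV1 they ranged from 0.00154 to 0.0244 against WT and from 0.00210 to 0.0109 against KK.

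The 6 samples of each comparison can be split in 10 ways. The 3 other splits that, like the real one, part all 3 pairs of samples with the same replicate number were compared with it, in models of those 6 samples alone. The 6 remaining splits part 1 such pair each. For WT against pTRE the real split gave 1744 genes and 1 of the 4 splits gave as many, for KK against pTRE 1903 genes and 1 of 4, and for R109K against pTRE 1341 genes and 1 of 4. The other 9 splits gave 0 genes in each of these, with at most 387, 616, and 407 genes at an unadjusted p under 0.05 against 7419, 7664, and 7343 in the real splits. For R109K against KK, the real split gave 3 genes and 1 of 4 gave as many, while the others gave 0. At an unadjusted p under 0.05, however, the real split had 2355 genes and 1 of the 6 splits that part 1 pair had more, 2996. For R109K against WT, all 4 of 4 gave 0 genes, the real one included, with 3078 genes at an unadjusted p under 0.05 in the real split and at most 756 in the 3 others. For KK against WT, 4 of 4 also gave 0 genes, and the real split had 625 genes at an unadjusted p under 0.05, fewer than 2 of the 3 others, which had 659 and 1085. Among all 10 splits, 5 had as many as the real one, itself included. For R109K against WT and KK against WT, a count of 0 is met by any split, so this test could not have come out otherwise and shows nothing either way. With 4 comparable splits, a share under 0.05 cannot be reached in any of the 6 comparisons, so the test cannot exclude an accidental grouping of samples.

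The difference between R109K and WT was also tested against the unusual sample. Without WT replicate 2, 49 transcripts differed between R109K and WT, within 1.5 times the 57 of all samples, and R109K regulated 71.2% as many transcripts as WT. The ratio was 60.9% with all samples and ranged from 50.7% to 71.2% when each sample was left out in turn. The fit without WT replicate 2 also has only 2 WT samples, so the higher ratio cannot be put down to what is unusual in this sample. In the median response of KK-regulated transcripts, WT replicate 2 (1.56) was near WT replicate 1 (1.57), with WT replicate 3 at 1.29. R109K still had fewer regulated transcripts than WT without WT replicate 2.

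The lower level of E2F1 RNA in R109K is another candidate explanation for its smaller response. Within lines, the correlation of E2F1 RNA with the median response over 965 genes, E2F1 left out, that were regulated in the same direction in all 3 lines averaged 0.684 (permutation test within lines, p = 0.0602 over 216 arrangements), so a part of the difference from WT may follow the amount of E2F1. R109K was below KK as well. On the log2 CPM scale, E2F1 stood at 10.41, 10.53, and 10.12 in the KK replicates and at 10.33, 10.30, and 9.86 in those of R109K, with a log2 fold change of -0.18 between R109K and KK (adjusted p = 0.773 from edgeR). The median responses were 1.88, 1.82, and 1.80 in KK against 1.60, 1.55, and 1.47 in R109K. E2F1 was lower in R109K than in the KK sample of the same number in all 3 pairs, so its level may have a part in this difference too. KK replicate 3, however, had less E2F1 RNA than R109K replicates 1 and 2 and a larger response than both, which the level alone would not give. How large a part the level of E2F1 has cannot be told with these data. The level of RNA need not follow that of the protein. The paper shows E2F1 protein in these lines by immunoblot (Fig. 1A), which was not analysed here.

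Each form of E2F1 was carried by its own stable line, so that any lasting difference between the lines goes along with the form of E2F1. Between R109K and WT, the variance of log2 fold changes between segments of 20000000 bases was 4.27 times that with shuffled gene positions (permutation p = 0.001, the smallest that 1000 shuffles can give), but the lines against pTRE gave 4.25 to 5.06 times. Gains or losses of chromosome segments between lines are therefore a candidate explanation for some of the direct differences, and neighbouring genes regulated together would give the same pattern. GC content and gene length were not tested. In R109K against WT, the medians of the segments that hold LRRC4, ETV1, FGF4, and KCNIP1 lay between -0.11 and 0.14 on the log2 scale, far less than the changes of the genes, and in R109K against KK the segment of ETV1 had a median of -0.07. A gain or loss of a whole segment would not give these changes, but a shorter one would leave the median of a segment nearly as it is, and it is not excluded. VWDE, which begins at 12370511 on chromosome 7 and so lies near ETV1 at 13930854, also fell by 1.87 in R109K against WT and fell by 1.79 against KK. Both genes were lower in R109K than in pTRE as well, at 1.11 against 1.84 CPM for VWDE and 0.246 against 0.856 CPM for ETV1. Shorter losses and other lasting differences between the lines were not tested.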

How the results depend on the processing

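One alternative, DESeq2 with shrunken fold changes on the sample sets that match the mean counts of Table S1, was chosen only after the values had been seen, and the others were chosen before the data were examined.

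Counts of regulated transcripts against pTRE stayed within 1.5 times the reported count under every alternative but glmTreat. There, 471 rose and 121 fell in WT, 447 rose and 120 fell in KK, and 258 rose and 53 fell in R109K. With each sample left out in turn, they ranged from 1150 to 1515 up and 504 to 801 down in WT, from 1039 to 1172 up and 530 to 629 down in KK, and from 653 to 742 up and 321 to 416 down in R109K. R109K had the fewest regulated transcripts of the 3 lines in each alternative that was run for all of them.

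Direct comparisons depended most on the processing. For R109K against WT, in place of 57, DESeq2 gave 135, DESeq2 with shrinkage 118, no filter 99, an adjusted p under 0.05 gave 150, glmTreat 1, and a model of the 6 samples alone 0, with 3078 transcripts at an unadjusted p under 0.05. The fits that each left out 1 replicate gave from 3 to 157. For KK against WT, in place of 1, DESeq2 with and without shrinkage gave 5, no filter 4, and the 6 samples alone, the replicate block, and glmTreat 0 each, with 625, 1250, and 90 transcripts at an unadjusted p under 0.05. The fits that left out 1 replicate gave from 0 to 2, with 1415 transcripts at an unadjusted p under 0.05 when none was left out. For R109K against KK, in place of 15, DESeq2 gave 62, with shrinkage 50, no filter 32, at least 10 counts in every sample 8, the 6 samples alone 3, glmTreat 0, with 82 transcripts at an unadjusted p under 0.05, and an adjusted p under 0.05 gave 60. DESeq2 with the sample sets of Table S1 gave 67. The fits that left out 1 replicate gave from 1 to 11. The cause of these changes was not tested.

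R109K regulated 58.5% as many transcripts as WT with DESeq2 and shrinkage, 58.2% with no filter, 76.9% with models of 6 samples alone, and from 50.7% to 71.2% across the fits that left out 1 replicate. The percent of WT-regulated transcripts shared with KK was 73.2% with DESeq2, 72.1% with no filter, and 79.9% with 6 samples alone, and ranged from 64.3% to 83.7% with 1 replicate left out. Of the KK-regulated transcripts, 73.2% were shared with WT with 6 samples alone, and from 72.7% to 85.0% with 1 replicate left out. The percent of R109K up-regulated transcripts shared with WT or KK was 90.6% with 6 samples alone, 92.1% with DESeq2 on the sample sets of Table S1, and from 92.5% to 94.9% with 1 replicate left out. For down-regulated transcripts it was 81.2% with 6 samples alone and from 83.6% to 88% with 1 replicate left out. The percent of WT-regulated transcripts that rose was 69.0% with DESeq2 and shrinkage, on all samples and on the sample sets of Table S1, and from 63.4% to 70.2% with 1 replicate left out. The cause was not tested.

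The percent of WT-regulated transcripts in Table S1 was 49.8% with DESeq2 and shrinkage (also on the sample sets of Table S1), 42.6% with no filter, 47.7% with 6 samples alone, and from 37.6% to 48.1% with 1 replicate left out. For KK it was 51.3% with DESeq2 and shrinkage, 50.2% on the sample sets of Table S1, and from 43.6% to 47.4% with 1 replicate left out. For R109K it was 50.7% with DESeq2 and shrinkage, 40.8% with 6 samples alone, 49.8% on the sample sets of Table S1, and from 43.5% to 48.8% with 1 replicate left out. The cause was not tested.

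Among Table S2 genes, 50 were up-regulated when only genes with an event of a Ψ change below 1 were used, against 83. Under the other alternatives the count was between 75 and 94. Of the splicing families, 0 genes changed more than 2-fold when at least 10 counts were required in every sample, since SRSF12, with a mean of 36.3 reads, was then not tested, and 12 members had an unadjusted p under 0.05 in any line. With the SNRP, SNRNP, PRPF, HNRNP, LSM, and TRA2 genes added, 3 genes did. The median difference in response between R109K and WT stayed negative under every alternative, from -0.39 to -0.23. The lower counts of genes with a complete switch held under both alternatives in all 3 lines, from -3.04 to -2.11.

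For the fold changes of single genes that are named here or in the paper, some of them not given in the passages, 1705 alternative values were computed, of which 1487 kept their direction and their side of the threshold, 146 became weaker, 55 became stronger, and 17 reversed. The log2 fold change of MECOM in WT against pTRE, -0.0062 in the model of all samples, was 0.00085 with RLE normalization, 0.0075 with at least 10 counts in every sample, 0.012 with 6 samples alone, and from -0.062 to 0.077 with 1 replicate left out. With 1 replicate left out, that of MECOM in R109K ranged from -0.0067 to 0.14, that of KCNIP2 in R109K from -0.26 to 0.0099, that of KCNIP4 in R109K from -0.044 to 0.35, that of SETD2 in KK from -0.15 to 0.0039, and that of SETD2 in R109K from -0.089 to 0.082. That of SRSF12, reported as 0.10 for R109K against WT and 0.01 for KK against WT, then ranged from -0.14 to 0.34 and from -0.22 to 0.25. The cause was not tested.

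Low counts limit the results for genes that are almost silent in pTRE. FGF4 had a mean of 1 read per pTRE sample, and the size of its fold change depends on how a tool treats so few reads, at 7.01 with edgeR and 3.98 with DESeq2 and shrinkage in WT.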

Differences from the paper's values

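No test in this part was chosen only after its result had been seen, but 1 alternative, DESeq2 with shrinkage on the sample sets of Table S1, was chosen after seeing the values.

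Of the genes that Table S1 lists, 16 were up-regulated in R109K only, against the paper's 26. DESeq2 with shrinkage gave 25, a model of the 6 samples alone 20, and no filter 18, which come within 1.5 times the paper's value, while DESeq2 without shrinkage (17), RLE normalization (15), at least 10 counts in every sample (12), and the replicate block (16) did not. Fits without pTRE replicate 1 or 2, WT replicate 1 or 3, or any 1 KK replicate also came within it, at 18 to 23, and those without pTRE replicate 3, WT replicate 2, or any 1 R109K replicate did not. The alternative chosen after seeing the values gave 26.

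Up-regulated in any line were 83 genes of Table S2, against the paper's 42, and down-regulated were 34, against the paper's 17. With only genes that have an event of a Ψ change below 1, 50 genes were up-regulated, within 1.5 times the paper's 42. The other alternatives set before the data were examined gave from 75 to 94 genes up and from 28 to 40 down, all above the paper's values, and the alternative chosen after seeing the values gave 77 and 29. The paper's counts are of E2F target genes, and Table S1 lists 41 of the 83 and 17 of the 34. The genes of Table S2 that Table S1 itself lists as up-regulated and as down-regulated number 42 and 17, equal to the paper's values, so the gaps come from genes outside Table S1.

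The average fold change of up-regulated Table S1 genes was 5.98, against the paper's about 3.3 in Fig. 2E, read by eye. It was averaged here over each gene in each line, which the legend does not spell out. DESeq2 with shrinkage gave 3.32 and at least 10 counts in every sample gave 3.64, which are within the paper's value, as is the 3.31 of the alternative chosen after seeing the values. DESeq2 without shrinkage (6.11), RLE normalization (6.00), no filter (6.17), the 6 samples alone (5.78), and the replicate block (5.99) were not, and neither was any fit that left out 1 replicate.

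The log2 fold change of SRSF12 was 1.77 in WT, 1.78 in KK, and 1.87 in R109K, against the paper's 1.30, 1.37, and 1.44 in Tables S1 and S3. DESeq2 with shrinkage gave 1.29, 1.32, and 1.39, within the error of the paper's values, and so did the alternative chosen after seeing the values, at 1.29, 1.36, and 1.43. DESeq2 without shrinkage, RLE normalization, no filter, the 6 samples alone, and the replicate block gave from 1.75 to 1.89 and did not. Of the fits that left out 1 replicate, those without pTRE replicate 2 or 3 came within the error in all 3 lines, as did those without WT replicate 2 for WT (1.53), without KK replicate 2 for KK (1.72), and without R109K replicate 2 (1.76) or 3 (1.83) for R109K.

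The log2 fold change of FGF4 was 7.01 in WT, 6.83 in KK, and 5.30 in R109K, against the paper's 4.01, 3.87, and 2.50 in Table S1. DESeq2 with shrinkage gave 3.98, 3.83, and 2.49, within the error of the paper's values, and so did the alternative chosen after seeing the values, at 3.98, 3.85, and 2.49. DESeq2 without shrinkage, RLE normalization, no filter, the 6 samples alone, and the replicate block gave 6.99 to 7.19 in WT, 6.82 to 7.01 in KK, and 5.29 to 5.47 in R109K, and did not, nor did any fit that left out 1 replicate.

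The paper states that LRRC4 and FGF4 were reduced in R109K against KK, and that KCNIP was higher in R109K than in KK. The direction was the same here for LRRC4, FGF4, and KCNIP1, but the adjusted p-values of the direct comparison were 0.0841, 0.0175, and 0.0540 with edgeR, above the threshold of 0.01. With DESeq2, the tool of the paper, they were 0.0198, 6.14e-05, and 0.0102, so that FGF4 passed the thresholds. With shrinkage they were 0.0192, 4.25e-05, and 0.00925, and with the alternative chosen after seeing the values 9.32e-04, 2.94e-06, and 0.00245. FGF4 was also below 0.01 with no filter (0.00443). RLE normalization, the 6 samples alone, the replicate block, and the fits that left out 1 replicate brought none of the 3 below it, and neither did at least 10 counts in every sample for LRRC4 and KCNIP1. The paper also states that none of the splicing genes of Table S3 had a notably different level. SRSF12 was above 2-fold against pTRE in all 3 lines, as it is in the paper's Table S3, and it did not differ between the lines.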

Other observations

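Among the tests in this part, the look at single chromosome segments, the tests of Table S2 genes line by line, and those of the motif in up- and down-regulated genes apart were chosen only after the results had been seen, while the others were set out before their values were seen.

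Over the 9 samples of the E2F1 lines, the level of E2F1 RNA correlated with the median response of 965 genes, E2F1 left out, that were regulated in the same direction in all 3 lines (Pearson r = 0.708, permutation p = 0.0245, adjusted 0.0368; Spearman rho = 0.817, permutation p = 0.0108, adjusted 0.0323, for 3 relations computed). Without the 2 samples farthest from the median level, WT replicate 1 and R109K replicate 3, r was 0.426, so the relation rests in part on them. Within lines the correlation was 0.662 in WT, 0.452 in KK, and 0.938 in R109K, a mean of 0.684 (permutation p = 0.0602, adjusted 0.0602). A response that follows the amount of E2F1 RNA is a hypothesis that these data can neither exclude nor establish, and with 3 samples per line it cannot be told apart from differences between the lines. KK replicate 3, at 10.12 on the log2 CPM scale, had less E2F1 RNA than R109K replicates 1 and 2 (10.33 and 10.30) but a larger response (1.80 against 1.60 and 1.55).

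Changes between lines clustered along chromosomes. Over 148 segments of 20000000 bases with at least 30 tested genes, the variance of log2 fold changes between segments was 4.27 times that with shuffled gene positions for R109K against WT, 3.13 times for KK against WT, and 6.04 times for R109K against KK, each with a permutation p of 0.001, the smallest that 1000 shuffles can give. Against pTRE, the ratios were 4.25 for WT, 5.01 for KK, and 5.06 for R109K. The segments given here are among those with the largest medians. On chromosome 7 from 20000001 to 40000000, the median of 94 genes lay between -0.46 and -0.32 on the log2 scale in the 3 pTRE samples, relative to the mean of all 12 samples, and between 0.06 and 0.20 in the 9 others. On chromosome 21 from 20000001 to 40000000, the median of 78 genes lay between -0.27 and -0.17 in R109K and between -0.05 and 0.13 in the 9 others. On chromosome 15 from 40000001 to 60000000, the median of 167 genes lay between 0.12 and 0.26 in KK and between 0.05 and 0.16 in WT, which overlap, and between -0.11 and -0.07 in R109K and -0.20 and -0.11 in pTRE, so this segment sets no single line apart. Shifts such as those of the first 2 segments, which all replicates of a line share, may reflect gains or losses of chromosome segments during the making of the stable lines. Genes that lie together and respond together to E2F1 would also give them, and DNA copy number was not analysed here. A part of the changes against pTRE may therefore come from the lines and not from E2F1.

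Over all lines together, Table S2 genes were regulated more than 2-fold in numbers near those of other genes of the same expression, but the lines differed. In 61.3% of 10000 lists of other tested genes matched on mean expression, as few or fewer genes were regulated in any line as the 117 of Table S2, with a median of 115. For an adjusted p under 0.01 with no limit on the fold change, the 314 of Table S2 stood against a median of 296, and 91.3% of lists had as few or fewer. Taken line by line, with genes that have an event in the line and were regulated in that line, WT had 57 of 418 against a median of 42 in the matched lists, and 99.3% of lists had as few or fewer. KK had 40 of 488 against 45 (21.5% of lists) and R109K 21 of 369 against 24 (29.6%). In KK and R109K, the low share of regulated genes in Table S2 is thus not far from what their expression would give. In WT, genes with an event may have been regulated somewhat more often, as 1 of 3 lines looked at after the result was seen. Counting estimates over 2-fold at any p-value, KK had 44 against a median of 54 (7.35% of lists as few or fewer). R109K then had 24 against 32 (7.74%) and WT 67 against 52 (98.8%), so a somewhat lower share in KK and R109K is not excluded.

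The motif TTTSSCGC was more frequent in promoters of up-regulated genes than in matched promoters, and less frequent in those of down-regulated genes. Of the up-regulated genes, 155 of 1445 had it (10.7%, against a median of 8.86% in lists of genes that were not regulated, matched on mean expression), and 0.480% of 10000 lists had it as often. Of the down-regulated genes, 39 of 846 had it (4.61%, against 8.75%), and 100% of lists had it as often or more often. Together these opposite departures cancel, since regulated genes as a whole had it in 194 of 2290 promoters (8.47%, against 8.82%), and 76.5% of lists had it as often. The value over all regulated genes therefore hides a difference between rises and falls, for the motif scanned here. The paper's own scan was not repeated.

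Complete switches of splicing in Table S2 lay in genes with fewer reads. The difference of the median log2 mean count between genes with such an event and the other Table S2 genes of the line was -2.62 in R109K, with -2.15 in WT and -2.79 in KK. It was -2.37 in R109K with counts of the R109K and pTRE samples alone, and -3.04 with changes of Ψ of at least 0.8 in place of 1. Where few reads cover an event, a Ψ of 0 or 1 can arise by sampling, so the low counts are consistent with a part of the complete switches coming from low coverage. Coverage of the events themselves was not analysed here.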
